# OTX015 (MK-8628), a novel BET inhibitor, exhibits antitumor activity in non-small cell and small cell lung cancer models harboring different oncogenic mutations

**DOI:** 10.18632/oncotarget.13181

**Published:** 2016-11-07

**Authors:** Maria E. Riveiro, Lucile Astorgues-Xerri, Ramiro Vazquez, Roberta Frapolli, Ivo Kwee, Andrea Rinaldi, Elodie Odore, Keyvan Rezai, Mohamed Bekradda, Giorgio Inghirami, Maurizio D'Incalci, Kay Noel, Esteban Cvitkovic, Eric Raymond, Francesco Bertoni

**Keywords:** OTX015 (MK-8628), bromodomain, NSCLC, SCLC, KRAS

## Abstract

Inhibitors targeting epigenetic control points of oncogenes offer a potential mean of blocking tumor progression in small cell and non-small cell lung carcinomas (SCLC, NSCLC). OTX015 (MK-8628) is a BET inhibitor selectively blocking BRD2/3/4. OTX015 was evaluated in a panel of NSCLC or SCLC models harboring different oncogenic mutations. Cell proliferation inhibition and cell cycle arrest were seen in sensitive NSCLC cells. *MYC* and *MYCN* were downregulated at both the mRNA and protein levels. In addition, OTX015-treatment significantly downregulated various stemness cell markers, including NANOG, Musashi-1, CD113 and EpCAM in H3122-tumors *in vivo*. Conversely, in SCLC models, weak antitumor activity was observed with OTX015, both *in vitro* and *in vivo*. No predictive biomarkers of OTX015 activity were identified in a large panel of candidate genes known to be affected by BET inhibition. In NSCLC models, OTX015 was equally active in both EML4-ALK positive and negative cell lines, whereas in SCLC models the presence of functional RB1 protein, which controls cell progression at G1, may be related to the final biological outcome of OTX015. Gene expression profiling in NSCLC and SCLC cell lines showed that OTX015 affects important genes and pathways with a very high overlapping between both sensitive and resistant cell lines. These data support the rationale for the OTX015 Phase Ib (NCT02259114) in solid tumors, where NSCLC patients with rearranged ALK gene or KRAS-positive mutations are currently being treated.

## INTRODUCTION

Lung cancer is the second most common cancer in adults and the main cause of cancer-related deaths [1]. Non-small cell lung carcinomas (NSCLC) account for approximately 80% of cases and include adenocarcinoma, squamous cell, and large cell carcinomas, while small cell lung carcinomas (SCLC) represent the other 20% of cases [2]. NSCLC and SCLC are distinct biologic, genetic and clinical diseases [2, 3]. Approximately 50%–60% of NSCLC patients have at least one identifiable driver mutation, with the most common mutations found in the Kirsten ras (*KRAS*) gene (25–30%) and the epidermal growth factor receptor (*EGFR*) gene (13–22%), along with translocations involving anaplastic lymphoma kinase (*ALK*) gene in another 5–6% cases [2–5]. On the other hand, SCLC is mainly characterized by the prevalence of inactivating mutations in tumor suppressor genes such as *TP53*, *PTEN*, and *RB1*, and activation of MYC family members [3].

The bromodomain (BRD) and extraterminal (BET) family are protein interaction modules that specifically recognize Ɛ-N-acetylated lysine residues [6, 7], composed of three ubiquitously expressed proteins, BRD2, BRD3 and BRD4, as well as the testis-specific BRDT. BRDs are common in nuclear proteins that regulate gene transcription and chromatin organization, and play a key function in recruiting these protein complexes to acetylated chromatin. Dysfunction of BRD-containing proteins has been linked to the development of cancer [8, 9] and research has recently focused on the therapeutic efficacy of a novel class of epigenetic compounds that selectively target BET proteins in human malignancies [10–12]. OTX015 (MK-8628) is a selective thienotriazolodiazepine BET inhibitor that competitively occupies the acetyl-binding pockets of BRD2/3/4, resulting in their release from active chromatin and suppression of downstream signaling to RNA polymerases [13–15]. OTX015 has shown potent *in vitro* and *in vivo* antitumor activity against a range of cell lines derived from hematologic malignancies [14, 16] and solid tumors including neuroblastoma, glioblastoma, breast and prostate cancers [15, 17–20]. In some models, OTX015 biological activity was shown to modulate transcriptional pathways characteristic of MYC functioning, however overt effects on other key transcriptional pathways such as AP-1 and NF-kB were also observed [14]. An inhibitory effect on *MYCN* function has been reported in translational models of neuroblastoma [15]. OTX015 is the first BET inhibitor to have moved into the clinic, with three phase Ib clinical trials initiated in hematologic malignancies (NCT01713582) [21, 22], selected solid tumors (NCT02259114) and glioblastoma multiforme (NCT02296476).

We report here preclinical findings of the BET inhibitor OTX015 in NSCLC and SCLC cell lines harboring oncogenic mutations recurrently found in lung cancer patients. In NSCLC models, OTX015 was equally active in both EML4-ALK positive and negative cell lines harboring other oncogenic mutations. OTX015-exposure resulted in rapid and sustained downregulation of MYC or MYCN, together with an *in vivo* downregulation of stemness markers in sensitive NSCLC models. Conversely, we observed that despite broad amplification of MYC family genes, OTX015 did not show potent *in vitro* or *in vivo* antitumor effects in the SCLC models evaluated.

## RESULTS

### OTX015 reduces cell proliferation and induces cell cycle arrest in NSCLC cell lines with or without the EML4-ALK translocation

OTX015 displayed antiproliferative effects in EML4-ALK negative and positive NSCLC cell lines (Table 1, detailed in Supplementary Table S2). After 72 h exposure, two out five cell lines (HOP62, HOP92) displayed GI50 values below 0.5 μM, whereas H2228 and H3122 cells presented GI_50_ values below 1.0 μM (0.63 and 0.70 μM, respectively). In addition, these four cell lines displayed E_max_ values from 35% to 58% after 72 h-exposure. On the other hand, A549 cells presented a GI_50_ > 6 μM and an E_max_ of 82%. The OTX015-resistant A549 cell line presents both KRAS and LKB1 mutated genes (Table 1). OTX015 was more potent than JQ1 following 72 h-exposure in all five cell lines. OTX015 inhibited cell proliferation in sensitive cell lines at *in vitro* concentrations that are achievable in plasma samples of patients treated with nontoxic OTX015 doses in an ongoing Phase I study in hematologic malignancies [23].

**Table 1:** Antiproliferative effects of the BET inhibitor OTX015 in NSCLC and SCLC cell lines

Tumor type	Cell line	OTX015		JQ1										
		GI50 [μM] (95% IC)	Emax (at 6 μM)	GI50 [μM] (95% IC)	Emax (at 6 μM)	KRAS Exon2	EGFR Exon 20	PIK3CA Exon 20	LKB1	TP53	RB1	EML4-ALK fusion protein	MYC Amplification	MYCN Amplification
NSCLC	**HOP92**	0.11 (0.08–0.17)	54	0.38 (0.31–0.47)	55							—	Y	–
NSCLC	**HOP62**	0.10 (0.06–0.16)	58	0.42 (0.38–0.59)	59							—	—	—
NSCLC	**A549**	> 6	82	> 6	74							—	—	—
NSCLC	**NCI-H2228**	0.63 (0.42–0.95)	35	3.42 (1.31–8.92)	w							Y (Var 3)	NEii	NE
NSCLC	**NCI-H3122**	0.70 (0.52–0.93)	41	2.87 (1.89–4.37)	22							Y (Var 1)	NE	NE
SCLC	**NCI-H69**	> 6	87	1.03 (0.51–2.07)	53							—	—	Y
SCLC	**NCI-H82**	> 6	92	> 6	89							—	Y	—
SCLC	**DMS-79**	> 6	84	> 6	83							—	Y	ii
SCLC	**DMS-114**	0.12 (0.08–0.17)	54	0.79 (0.51–1.24)	51							—	—	—

GI50 and Emax (at 6 μM) values for OTX015 and JQ1 after 72h-exposure, by MTT assay. Results represent the mean and 95%CI of at least three independent experiments performed in triplicate. The cell panel was characterized for *KRAS*, *EGFR*, *PIK3CA*, *LKB1*, *TP53*, *RB1*, *EML4-ALK* fusion protein and *MYC* and *MYCN* amplification. Red indicates mutation, blue is wild-type, Y = yes, and NE = not evaluated.

To determine if OTX015 exerts cytostatic effects in NSCLC cells, as previously described for other adult cancers [14, 17, 20] we evaluated cell cycle regulation after 500 nM OTX015 treatment in three OTX015-sensitive cell lines (HOP92, H2228 and H3122) and one resistant model (A549). After 24 h-treatment a decrease in cells in the S phase was seen in H2228 and H3122 cell lines, while then after 72 h of OTX015-exposure in HOP92 cells a significant increase in the percentage of cells in G1, along with a decrease in the percentage of cells in the S phase were seen (*p* < 0.05) (Figure 1A) after 72 h-treatment. No modulation of cell cycle phases was observed at any time point for the OTX015-resistant cell line A549. Similar results were obtained with JQ1 (data not shown).

**Figure 1:**
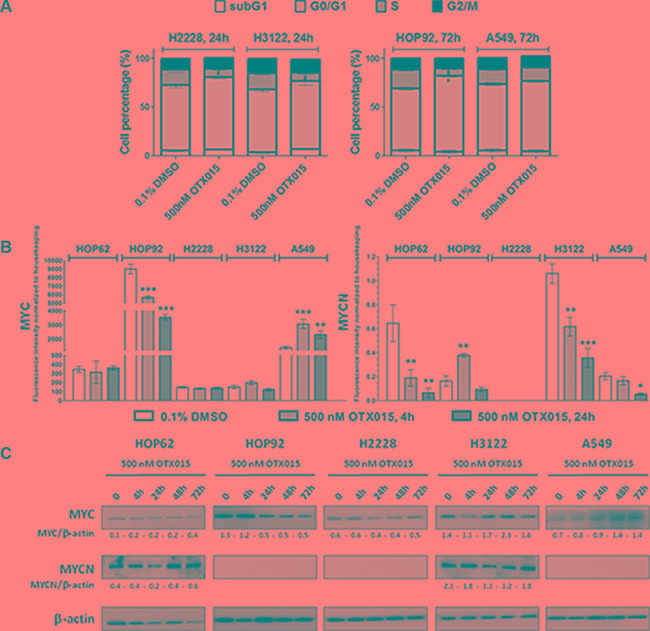
**(A)** OTX015 induces cell cycle changes in OTX015-sensitive NSCLC cell lines. Effect of 500 nM OTX015 on cell cycle progression after 24 h in H2228 and H3122 and after 72 h in HOP92 and A549 cells, by FACScan, expressed as percent cells per cell cycle phase (*p < 0.05 for G0/G1 cell cycle phase, and ^#^*p* < 0.05 for S phase). (**B**) OTX015 modulates MYC and MYCN mRNA levels in sensitive and resistant NSCLC cell lines. Effect of 500 nM OTX015 on MYC and MYCN mRNA levels after 4 and 24 h by qPCR, expressed as fluorescence intensity normalized to housekeeping genes. Results represent the mean ± SD of one representative experiment performed in duplicate (*p < 0.05, **p < 0.01, ***p < 0.001 respect to controls). (**C**) OTX015 effects on MYC and MYCN protein levels in NSCLC cell lines by Western blot. Cells were exposed to 500 nM OTX015 for up to 72 h. Results are representative of at least two independent experiments. β-actin was used as a loading control and densitometry analysis was done using Image J software.

The effect of 500 nM OTX015 on mRNA levels of MYC and MYCN were evaluated in the four OTX015-sensitive and one resistant cell lines. As shown in Figure 1B, OTX015 treatment resulted in a rapid and sustained downregulation of MYC in HOP92 cells. MYCN was downregulated in HOP62 and H3122 after 4 and 24 h, while in the resistant cell line, A549 after 24 h only. On the other hand, it was upregulated in HOP92 after 4 h but downregulated at 24 h (Figure 1B). At the protein level, MYC was downregulated after 24 h in the MYC amplified cell line HOP92, which was maintained up to 72 h (Figure 1C). MYCN protein was only detected in HOP62 and H3122 cell lines, where a transient decrease was observed after 24 h of treatment with recovery to baseline levels by 72 h in H3122 cells, whereas an increase was seen in HOP62 cells after 72 h.

The four OTX015-sensitive cell lines and one OTX015-resistant cell line were analyzed for putative predictive biomarkers of OTX015 activity. We first evaluated potential correlations between basal mRNA and protein levels of a panel of candidate markers. Basal mRNA levels of 14 genes implicated in BET signaling pathways and whose expression is known to be affected by BET inhibition [14, 31, 32] were evaluated: BRD2/3/4, MYC and MYCN, CDKN1A (P21), BCL2, HEXIM1, SESN3, MTHFD1L, and four genes coding for histones (HIST2H2BE, HIST1H2BJ, HIST1H2BK and HIST2H4A). At baseline, the five cell lines expressed detectable and widely variable levels of these 14 genes, without a clear correlation with OTX015 sensitivity (Supplementary Figure S1A). Analysis of basal protein levels in the five NSCLC cell lines also failed to reveal any clear correlations between OTX015 sensitivity and basal protein levels of BRD2, BRD3, BRD4, MYC, MYCN, cyclin D1, P21, BCL2 or p-^Tyr705^STAT3 (Supplementary Figure S1B).

A correlation analysis between gene expression changes of the 14 genes after OTX015 treatment with drug sensitivity (E_max_) did not show any identify any predictive markers in the NSCLC panel. Modulation of MYC, BRDs, HEXIM1, BCL2, CDKN1A, MTHFD1L, SESN3, HIST1H2BJ, HIST2H2BE and HIST1H2BK mRNA levels after 24 h with 500 nM OTX015 showed no correlative tendencies with OTX015 biological outcomes in our panel of sensitive and resistant NSCLC cell lines (Supplementary Figure S2A). Likewise, no correlations were apparent after 4 h for any of the genes evaluated (data not shown).

### OTX015 abrogates *in vivo* growth of EML4-ALK (+) NSCLC tumors and downregulates MYC genes and stem cell markers

In H3122 xenografts, a significant reduction in tumor growth was observed with 50 mg/kg OTX015 BID and crizotinib 25 mg/kg thrice weekly (*p* < 0.001 at day 25 with respect to vehicle for both agents) (Figure 2A). On the basis of T/C%, OTX015 but not crizotinib was considered active (maximum T/C 42% and 53% on day 24, respectively). No significant weight loss or overt signs of toxicity were observed with OTX015 or crizotinib (Figure 2A, insert), with both treatments generally well tolerated. OTX015 levels were determined in plasma, tumor and normal muscle tissues of control and treated mice. Plasma concentrations were over 500 nM, while slightly lower levels were found in tumor and normal tissue (~300 nM; Figure 2B).

**Figure 2:**
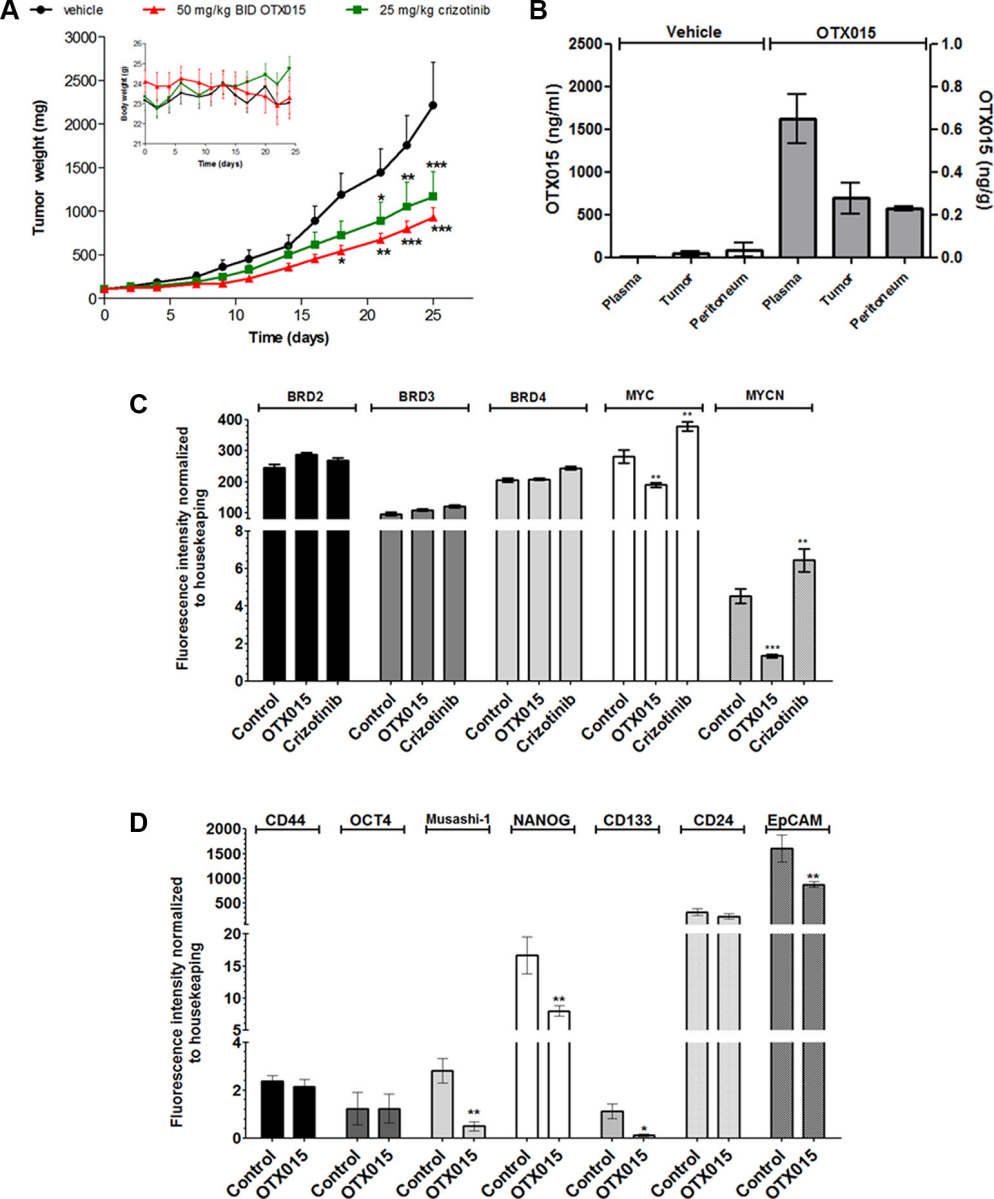
(A) OTX015 *in vivo* effects in NSLCL-ALK(+) H3122-tumor bearing mice. Antitumor effects of 50 mg/kg OTX015, BID, 7 days ON, gavage or 25 mg/kg crizotinib, thrice weekly, gavage were compared with vehicle thrice weekly, gavage in H3122 murine xenografts (*n* = 10 mice per group). Asterisks indicate significant differences in tumor mass between each single agent arm versus the vehicle-treated group (*p < 0.05, **p <0.01 and ***p < 0.001). (**B**) OTX015 concentrations in plasma and tissue from H3122 xenografts. OTX015 levels were evaluated in terminal plasma, peritumoral normal and tumor tissue from H3122-bearing mice treated with 50 mg/kg OTX015 BID or vehicle for 25 days. Mice were sacrificed 4 h after the last administration. Results are expressed as mean ± SD. (**C)** Gene expression of BRDs and MYC family genes by qPCR in H3122 tumors after treatment with OTX015. Differences in gene expression between OTX015 (50 mg/kg OTX015) and crizotinib (25 mg/kg thrice weekly) with respect to controls were evaluated with one-way Anova followed by Dunnett's Multiple Comparison Test (**p < 0.01 and ***p < 0.001). (**D**) Gene expression of stem cell markers by qPCR in H3122 tumors after treatment with OTX015. Differences in gene expression between OTX015 and crizotinib with respect to controls were evaluated with one-way Anova followed by Dunnett's Multiple Comparison Test (*p < 0.05 and **p < 0.01).

Analysis of tumor gene expression in H3122-bearing mice at the end of treatment did not show significant variations for any of the OTX015 canonical targets BRD2, 3 and 4 with respect to vehicle-treated animals (Figure 2C), as observed after *in vitro* analyses in NSCLC cell lines following OTX015 exposure (data not shown). On the other hand, OTX015 treatment significantly decreased MYC and MYCN mRNA levels in H3122-tumors (*p* < 0.01 and *p* < 0.001). Conversely, we observed an increase in levels of these MYC family proteins in crizotinib-treated tumors. In light of these findings, and since most NSCLC-ALK-positive patients acquire resistance to crizotinib within a few months [5], we explored the combination of OTX015 with the ALK inhibitor crizotinib. Concomitant combination of OTX015 with crizotinib showed additive effects (CI ≤ 1.1) after 48 h in two EML4-ALK-positive NSCLC cell lines (H2228 and H3122) (Supplementary Figure S3).

We also evaluated the effect of OTX015 on a panel of stemness markers *in vivo*, observing that OTX015 induced significant transcriptional downregulation of NANOG, as well as Musashi-1, CD113 and EpCAM in NSCLC tumors, while it did not have an effect on other pluripotency genes such as Oct4, CD44 and CD24 (Figure 2D).

### OTX015 shows limited *in vitro* and *in vivo* activity in SCLC models, with MYC modulation in sensitive and resistant cell lines

Among the four SCLC models evaluated, only the DMS114 cell line had an OTX015 GI_50_ value below 0.5 μM after 72 h-exposure, with all other cell lines being resistant (Table 1). Interestingly, we observed that SCLC OTX015 resistant cells displayed mutation for RB1 gene, mutation which was not observed in the sensitive one DMS114 (Table 1). Similar results were seen with OTX015 and JQ1 except for NCI-H69 which was more sensitive to JQ1 (Table 1). To determine if OTX015 exerts cytostatic effects in DMS114 cells, we evaluated cell cycle progression after 72 h OTX015 (500 nM) (Figure 3A), which revealed a significant increase in the percentage of DMS114 cells in the G0/G1 phase, along with a significant decrease in the number of cells in the S phase, with no effect detected in the other SCLC cell lines.

**Figure 3:**
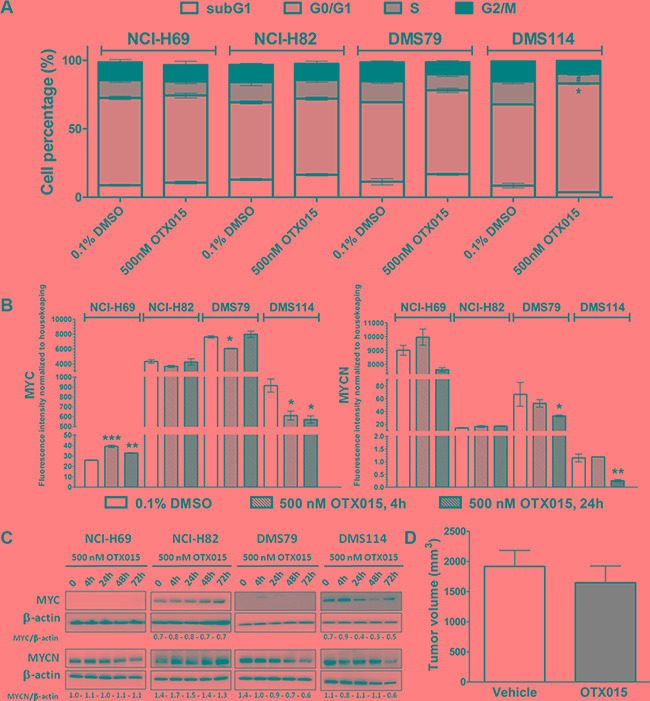
(A) OTX015 induces cell cycle changes in OTX015-sensitive SCLC DMS114 cells. Effect of 500 nM OTX015 on cell cycle progression after 72 h, by FACScan, expressed as percent cells per cell cycle phase (*p < 0.05 for G0/G1 cell cycle phase, and ^#^*p* < 0.05 for S phase). (**B**) OTX015 modulates MYC and MYCN mRNA levels in sensitive and resistant SCLC cell lines. Effect of 500 nM OTX015 on MYC and MYCN mRNA levels after 4 and 24 h, by qPCR, expressed as fluorescence intensity normalized to housekeeping genes. Results represent the mean ± SD of one representative experiment performed in duplicate (*p < 0.05, **p < 0.01, ***p < 0.001 respect to controls). (**C**) OTX015 effects on MYC and MYCN protein levels in SCLC cell lines by Western blot. Cells were exposed to 500 nM OTX015 for up to 72 h. Results are representative of at least two independent experiments. β-actin was used as a loading control and densitometry analysis was done using Image J software. (**D**) OTX015 *in vivo* effects on tumor volume in DMS114 murine xenografts. Tumor volume was determined after 28 days of treatment with vehicle or 50 mg/kg OTX015, BID, 7 days ON, gavage (*n* = 10 mice per group).

Analysis of potential downstream targets showed that OTX015 resulted in rapid and sustained downregulation of MYC in the OTX015-sensitive cell line DMS114 (Figure 3B), whereas a sustained upregulation of MYC was observed in NCI-H69 cells. On other hand, no significant modulations were seen in MYCN after 4 h, while it was downregulated in NCI-H69, DMS79 and DMS114 cells after 24 h (Figure 3B). At the protein level, MYC expression was downregulated after 24 h in DMS114 cells, which was maintained through to 72 h. In NCI-H69, DSM79 and DMS114 cells, MYCN protein levels were downregulated after 48 h-exposure (Figure 3C).

As observed in NSCLC cell lines, no correlations were identified between the basal mRNA expression of BRD2, 3 or 4, histones (HIST2H2BE, HIST1H2BJ, HIST1H2BK and HIST2H4A), MYC, MYCN, BCL2, P21, HEXIM1, SESN3 and MTHFD1L nor after 24 h with OTX015 in SCLC cell lines (Supplementary Figure S2B). This should be considered in light of the fact that only one of the four cell lines evaluated was sensitive to OTX015 *in vitro*.

Although OTX015 presented good oral bioavailability and pharmacokinetic properties in the *in vivo* murine xenografts (data not shown), no significant differences in tumor volume were seen between OTX015 and vehicle mice after 28 days of *in vivo* OTX015 treatment (Figure 3D). The median time for tumors to reach 1000 mm^3^ was 14.1 and 19.3 days for the vehicle and OTX015-treated arms, respectively.

### OTX015 affects key biologic pathways in sensitive NSCLC and SCLC cells

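The gene expression data are 75 Illumina Human HT-12 v4 BeadChip arrays of 7 lung cancer cell lines. HOP62, HOP92, H2228 and H3122 are the sensitive NSCLC lines, A549 is the resistant NSCLC line, DMS114 is the sensitive SCLC line and NCI-H82 is the resistant SCLC line. The sample labels say NCIH22 and NCIH31, which were read as H2228 and H3122 from the sensitive NSCLC lines that the paper lists. Each line has 1 array of untreated cells at 0 h, and 1 array with OTX015 at 500 nM and 1 with DMSO at each of 2, 4, 8, 12 and 24 h, except that NCI-H82 has no arrays at 2 h. This gives 11 arrays per line and 9 for NCI-H82. The changes reported here are the log2 value with OTX015 minus the log2 value with DMSO of the same line and time. Since each line, treatment and time has 1 array, the 4 sensitive NSCLC lines stand in for replicates when they are tested together, and the time points stand in for replicates within A549, DMS114 and NCI-H82, so each p of a single gene measures the spread between lines or time points and not between cultures. Gene lists were tested with camera, which compares the members with all other genes, so its p rests on the spread over genes. With its fixed correlation of 0.01 between genes they are taken as nearly independent, and very small p-values can come from few arrays. For most lists a value with the correlation estimated is given as well.

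The authors deposited intensities of 47231 probes without normalization and without detection p-values, and log2 values that equal the quantile-normalized intensities without background correction to within 0.00228. The intensities were corrected for background with the normexp model and an offset of 50, quantile-normalized over the 75 arrays and taken to the log2 scale, and the probe with the highest mean was kept for each of 20046 gene symbols. A probe was called above background where its intensity passed the upper 0.01 point of the background of its array, and from 35.6% to 51.9% of the probes did so. A gene was tested in the sensitive NSCLC lines when it was above background on at least 5 of their 40 treated and DMSO arrays, and in a single line when it was on at least 3. The upper quartile of the intensities lay 82.7 above the background level in the median array. In 3 arrays, those of HOP62 with OTX015 at 2 h, A549 with OTX015 at 4 h and DMS114 with DMSO at 2 h, it lay below 0.5 times that value.

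At an adjusted p under 0.05 from limma, 1904 genes rose and 2017 fell of 14224 tested in the sensitive NSCLC lines, with a median size of 0.31 on the log2 scale. In A549 585 rose and 881 fell of 12506, in DMS114 1148 rose and 1093 fell of 12799, and in NCI-H82 1842 rose and 1879 fell of 12595. On values only centred on the median of each array, the balance in the SCLC lines was another: 777 rose and 1607 fell in DMS114, and 1432 rose and 2010 fell in NCI-H82. The median meant here and below is that of the 11547 probes above background on every array. It was taken after background correction and without quantile normalization. The counts depend on the lines and times held: without H3122, 2584 genes changed in the sensitive NSCLC lines, and without the 8 h pair 397 changed in A549 (685 without 24 h), 1183 in DMS114 (839 without 12 h and 1045 without 24 h) and 2283 in NCI-H82. Higher counts came without 2 h in DMS114 (2642) and without 4 h in NCI-H82 (3764). The label of the NCI-H82 array with DMSO at 8 h names 2 lines in different fields, and its values were closest to those of other NCI-H82 arrays.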

Gene expression changes were evaluated by GEP in sensitive and resistant lung cancer cell lines exposed to OTX015 (500 nM) or DMSO for 2, 4, 8, 12 or 24 h. 

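In the mean of the sensitive NSCLC lines the core histone genes, which code for the proteins that DNA is wound on, rose further with time under OTX015. The mean of the 4 line medians was 0.28 ± 0.10 (log2, SD, n = 4 lines) at 2 h, 0.54 ± 0.23 at 8 h and 0.99 ± 0.40 at 24 h. At 24 h the medians ran from 0.69 in H2228 to 1.55 in HOP62. The late rise was not seen in every line: H2228 was highest at 8 h (0.85), and H3122 had 0.72 at 12 h and 0.70 at 24 h. Of 44 core histone genes, the change grew with time for 17 and shrank for none (24 when adjusted over the list alone; adjusted p = 2.28e-12 from camera, adjusted p = 0.538 with an estimated correlation). The slope was 0.58 per doubling of the hours for HIST2H2AA3 (SE 0.05, adjusted p = 0.00151, n = 4 lines), 0.46 for HIST2H2BE and 0.59 for EFR3B, a protein of the plasma membrane. Targets of E2F, the transcription factors of S phase entry, went the other way. Their mean of medians was -0.04 ± 0.06 at 2 h and -0.37 ± 0.39 at 24 h, where the medians ran from -0.91 in HOP62 to 0.0068 in H2228 and the mean without HOP62 was -0.20, and 9 of 44 fell further with time and none less (13 when adjusted over the list alone; adjusted p = 4.24e-09 from camera, adjusted p = 0.561 with an estimated correlation). Among them were MCM5, a subunit of the replicative helicase, with a slope of -0.31 (adjusted p = 0.00812), and POLE2, a subunit of DNA polymerase epsilon, with -0.33 (adjusted p = 0.00496). Genes of the interferon response had 8 of 59 with a negative slope and 2 with a positive one (20 and 5 when adjusted over the list alone; adjusted p = 1.14e-04 from camera, adjusted p = 0.452 with an estimated correlation), among them the exonuclease gene ISG20 at -0.30 (adjusted p = 0.0102).

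Single time points called 201 higher and 453 lower genes at 2 h, 1285 and 1447 at 4 h, 1571 and 1628 at 8 h, 1559 and 1611 at 12 h, and 882 and 770 at 24 h, each over the 4 lines. Among them, changes of at least 2-fold were more at 24 h (92 higher, 81 lower) than at 12 h (78 and 54). The immediate early gene FOS was at its highest at 2 h, with a log2 change of 1.46 (adjusted p = 1.31e-04), and stood at 0.86 at 24 h (adjusted p = 0.00918), with a slope of -0.17 that did not pass (adjusted p = 0.0511). Over all genes, the change had a positive slope for 482 and a negative one for 434 of 14224. In A549, where the 5 time points of 1 line are the only spread, 1 gene had a positive and 12 a negative slope of 12506 in a comparison added after the data were seen, with 1438 at an unadjusted p under 0.05. The named ones were genes of membrane and junction proteins: TM4SF20 (-0.89 per doubling, adjusted p = 0.00349), CLDN2 (-0.82, adjusted p = 0.00388) and CDH1 (-0.65, adjusted p = 0.0244). The core histone genes of A549 had a median slope of 0.09, with none of 38 past the threshold (5 when adjusted over the list alone; adjusted p = 1.93e-04 from camera, adjusted p = 0.628 with an estimated correlation). The number of genes with a slope in the sensitive NSCLC lines was 292 without HOP92, 253 without H2228 and 304 without H3122, and single times lost genes likewise: at 2 h 398 without HOP92, 280 without H2228 and 113 without H3122; at 4 h 1367 without HOP62, 1701 without HOP92 and 1768 without H3122; at 8 h 1866 without H2228 and 2000 without H3122; at 12 h 1861 without H2228 and 1917 without H3122; at 24 h 630 without HOP92, 722 without H2228 and 667 without H3122.

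**Figure D1:**
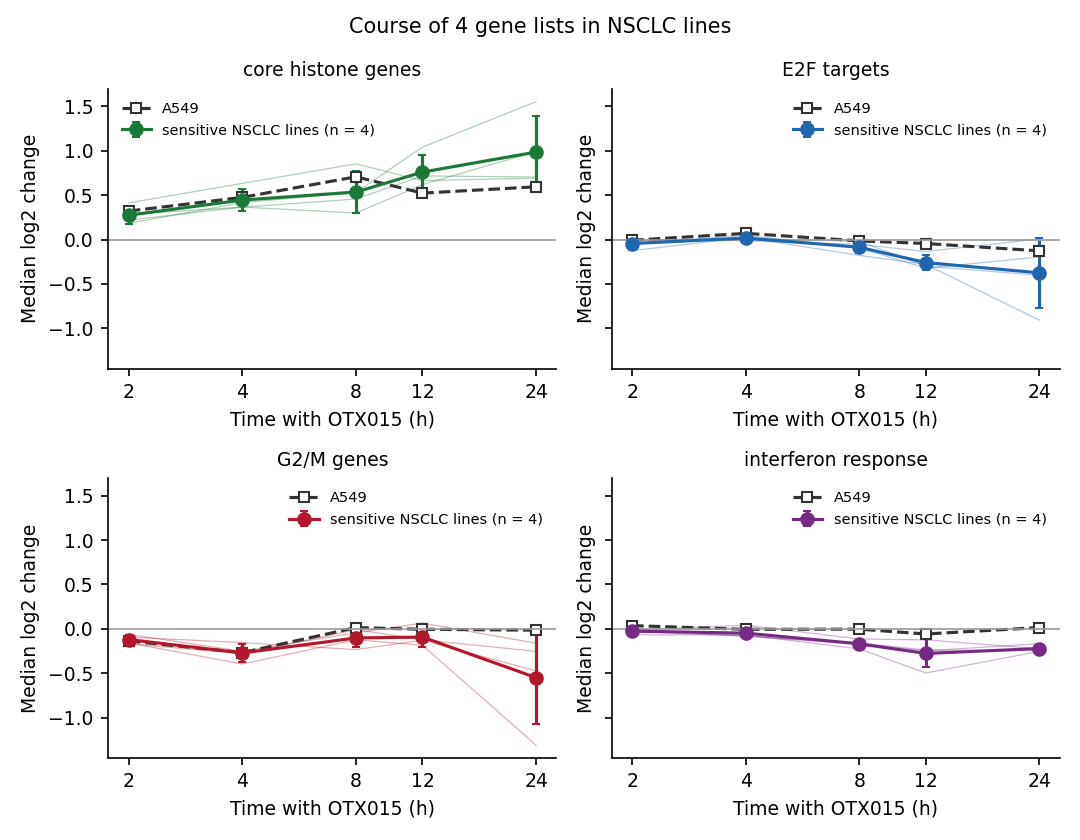
Median log2 change (OTX015 minus DMSO, y axis) of 4 gene lists against hours of exposure (x axis, log scale). Points and bars give the mean and SD of the medians of the 4 sensitive NSCLC lines, and open squares give A549, with 1 array pair per time. Core histone genes reached 0.99 ± 0.40 at 24 h in the sensitive lines (0.69 in H2228 to 1.55 in HOP62) and 0.59 in A549. G2/M genes reached -0.55 ± 0.52 (-0.30 without HOP62) and -0.02.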

OTX015 affected key biologic pathways in a time-dependent manner in both NSCLC sensitive and resistant cell lines (Figure 4, Supplementary Figures S4–S8, Supplementary Tables S3–S4). Downregulated transcripts were enriched for genes involved in cell cycle and apoptosis regulation, the NFKB/IFN/MYD88 pathway, as well as MYC, STAT and MIR34b/C targets. 

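In the mean of the 4 sensitive NSCLC lines OTX015 lowered genes of cell division. H2228 moved least at 24 h, with a median of -0.16 for G2/M genes and 0.0068 for E2F targets. HOP62 moved most, with -1.31 and -0.91. Of the genes of G2/M and mitosis 20 of 48 fell and none rose (25 and 0 when adjusted over the list alone), with a median log2 change of -0.24 (adjusted p = 4.20e-07 from camera, adjusted p = 0.451 with an estimated correlation) and of -0.15 without HOP62. AURKA, a mitotic kinase, fell by 0.66 (SE 0.09, adjusted p = 0.00257 from limma, n = 4 lines) and TPX2, its activator on the spindle, by 0.51. Of the E2F targets of DNA replication 18 of 44 fell and 4 rose (18 and 5 when adjusted over the list alone), with a median of -0.13 (adjusted p = 0.0041 from camera, adjusted p = 0.559 with an estimated correlation). E2F2, itself a transcription factor of this family, fell by 1.09 (SE 0.10, adjusted p = 6.08e-04) and the helicase subunit MCM2 by 0.67. Of the MYC targets of ribosome biogenesis 19 of 54 fell and 4 rose (23 and 4 when adjusted over the list alone), with a median of -0.07 (adjusted p = 0.0041 from camera, adjusted p = 0.451 with an estimated correlation), among them GAR1 (-0.77) and RRS1 (-0.68), which act in the nucleolus.

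The lists of NF-kB and interferon genes fell as well by camera with the fixed correlation, while those of MYD88 and of STAT genes did not pass. Of the NF-kB and TNF targets 13 of 45 fell and 1 rose (17 and 1 when adjusted over the list alone), with a median of -0.17 (adjusted p = 0.00151 from camera, adjusted p = 0.373 with an estimated correlation), and the cytokines IL8 and IL6 fell by 1.01 (SE 0.16, adjusted p = 0.00394) and 1.06 (SE 0.28, adjusted p = 0.0268). Of the interferon response genes 23 of 59 fell and 4 rose (28 and 4 when adjusted over the list alone), with a median of -0.17 (adjusted p = 0.00124 from camera, adjusted p = 0.329 with an estimated correlation), among them IFI44 (-0.62) and IFIT3 (-0.52). Members of the MYD88 and toll-like receptor list gave 7 of 29 lower and 2 higher (7 and 2 when adjusted over the list alone), and the list did not pass (adjusted p = 0.0633 from camera, adjusted p = 0.451 with an estimated correlation). Without H3122 it did pass with the fixed correlation (adjusted p = 0.0219 from camera). The adaptor MYD88 itself fell by 0.43 and LY96, a co-receptor of TLR4, by 0.43. Anti-apoptotic genes had 7 of 14 lower and 1 higher (8 and 2 when adjusted over the list alone; adjusted p = 0.039 from camera, adjusted p = 0.354 with an estimated correlation; adjusted p = 0.0787 without HOP92 and 0.0543 without HOP62), and BCL2L1, which codes for BCL-xL, fell by 0.45 (SE 0.05, adjusted p = 0.00114). Pro-apoptotic genes were split, 7 higher and 8 lower of 33 (8 and 8 when adjusted over the list alone), with a median of 0.02, a mean of -0.03 and an adjusted p of 0.999 (0.999 as the adjusted p with an estimated correlation). STAT genes and STAT targets were split too, with 9 higher and 8 lower of 32 (12 and 9 when adjusted over the list alone), a median of 0.02, a mean of -0.02 and an adjusted p of 0.828, and STAT5A fell by 0.55. Of the miR-34b/c targets 8 of 28 fell and 3 rose (8 and 3 when adjusted over the list alone), and the list did not pass (adjusted p = 0.279 from camera, adjusted p = 0.559 with an estimated correlation). Leaving out 1 line ended the call of IL6 (HOP62 or H2228, adjusted p up to 0.082) and IFIT3 (HOP62, HOP92 or H3122, adjusted p up to 0.132). Without HOP62 the value of IL6 was -0.68, and without HOP92 that of IFIT3 was -0.29. IFIT3 did not pass without background correction either (adjusted p = 0.074), nor in the deposited log2 values (0.0731 as the adjusted p).

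In A549 the NF-kB and TNF targets fell, with 8 of 37 lower and 3 higher (12 and 3 when adjusted over the list alone) and a median of -0.13 (adjusted p = 0.00141 from camera, adjusted p = 0.155 with an estimated correlation). IL8 fell there by 1.09 (SE 0.11, adjusted p = 5.63e-04, n = 5 time points) and BCL2L1 by 0.69. Among the lists that did not pass in A549 the adjusted p from camera was 0.327 for G2/M (7 of 48 lower, 1 higher), 0.763 for E2F targets, 0.286 for MYC targets, 0.934 for interferon, 0.233 for MYD88 and toll-like receptors, 0.692 for STAT, 0.934 for miR-34b/c and 0.109 for anti-apoptotic genes. The difference between A549 and the sensitive lines passed for G2/M (median difference 0.18, adjusted p = 3.05e-07 from camera, adjusted p = 0.684 with an estimated correlation), for E2F targets (0.13, adjusted p = 3.07e-05 from camera, adjusted p = 0.684 with an estimated correlation) and for interferon (0.11, adjusted p = 9.75e-05 from camera, adjusted p = 0.46 with an estimated correlation), with A549 higher in each and no single member of the 3 lists past the threshold. The sensitive line H2228 lay near A549 for G2/M and E2F targets. From 2 to 24 h its G2/M medians were -0.06, -0.25, -0.05, 0.07 and -0.16. Those of A549 were -0.14, -0.27, 0.01, -0.01 and -0.02. At 24 h the E2F median was 0.0068 in H2228 and -0.13 in A549. No other line was taken as the lone line for the lists, so these differences do not set A549 apart from each sensitive line.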

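Core histone genes rose with OTX015 in the sensitive NSCLC lines and in A549. In the sensitive lines 32 of 44 core histone genes rose and none fell (39 when adjusted over the list alone), with a median log2 change of 0.36 (adjusted p = 3.60e-15 from camera, adjusted p = 0.215 with an estimated correlation). HIST2H2BE rose most, by 2.12 (SE 0.20, adjusted p = 6.78e-04 from limma, n = 4 lines), followed by HIST2H2AA3 with 1.76 and HIST1H2BD with 1.70. In A549 27 of 38 rose and none fell (29 when adjusted over the list alone), with a median of 0.51 (adjusted p = 1.12e-22 from camera, adjusted p = 0.155 with an estimated correlation), and HIST2H2BE rose by 1.70 (SE 0.19, adjusted p = 0.00102, n = 5 time points). The change of the core histone genes did not differ past the threshold between A549 and the sensitive lines (median difference 0.02, adjusted p = 0.822). Replication-independent histone genes had 5 of 9 higher and none lower in the sensitive lines (5 and 2 when adjusted over the list alone; adjusted p = 0.0375 from camera, adjusted p = 0.329 with an estimated correlation; adjusted p = 0.115 without HOP92), led by H1FX with 0.85 and H2AFJ with 0.83. The list of HDAC and chromatin modifier genes was mixed, with 5 higher and 8 lower of 39 (5 and 8 when adjusted over the list alone; adjusted p = 0.262 from camera, adjusted p = 0.651 with an estimated correlation).

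Of the p53 targets 22 of 50 rose and 6 fell (24 and 8 when adjusted over the list alone) in the sensitive lines, with a median of 0.14 (adjusted p = 0.00421 from camera, adjusted p = 0.215 with an estimated correlation), and 11 of 46 rose and 2 fell (11 and 2 when adjusted over the list alone) in A549, with a median of 0.13 (adjusted p = 0.00136 from camera, adjusted p = 0.155 with an estimated correlation). CDKN1A, which codes for the cell cycle inhibitor p21, rose by 0.93 (SE 0.13, adjusted p = 0.00225) and GADD45A, a stress response gene, by 0.46 (SE 0.08, adjusted p = 0.00442). Not every p53 target went up: GDF15, a secreted stress factor, fell by 0.82 (adjusted p = 0.0483). Of the CDK inhibitors 3 of 7 rose and none fell (adjusted p = 0.0167 from camera, adjusted p = 0.329 with an estimated correlation), CDKN1A, CDKN2D (0.53) and CDKN1C (0.32). Of the genes of P-TEFb, 7SK and the BET family 6 of 15 rose and 2 fell (7 and 2 when adjusted over the list alone; adjusted p = 0.0237 from camera, adjusted p = 0.354 with an estimated correlation; adjusted p = 0.0728 without HOP92), among them BRD2, a target of the drug, with 0.86 (SE 0.06, adjusted p = 3.90e-04) and HEXIM1, which holds P-TEFb inactive, with 0.42. Leaving out 1 line ended the call of GDF15 (HOP62, HOP92 or H2228, adjusted p up to 0.11) and CDKN1C (HOP62, H2228 or H3122, adjusted p up to 0.0831). In values without background correction GDF15 did not pass (adjusted p = 0.062), nor in the deposited log2 values (0.0617 as the adjusted p). Without H3122 the value of GDF15 was -0.43.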

Upregulated transcripts were enriched for genes involved in chromatin structure and TP53/TP63 targets. The most differentially expressed genes after OTX015 exposure included different class 1 and 2 histones-coding genes, *IRF7*, *EFR3B*, *FOS*, *EGR1*, *FGFR3*, *HES6*, *NOTCH1*, *ID1*, *KLF2*, *GADD451*, *CDKN1A*, *BCL6*, *SERTAD1, XEXIM1, SESN3* and *CDKN1A* among the up-regulated and *CCL2*, *IL7R*, *IL8*, *IL6*, *TP63*, *MYC*, *BCL2L1*, *BIRC3*, *JUND*, *TGFB2*, *BAMBI*, *AURKA*, *TFPI*, *HMG1A*, *JUND*, *MTHFD1L, MLKL*, *DKK1*, *VEGFC, PDGFC* and *E2F2* among the down-regulated (Supplementary Tables S3–S4). 

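In the sensitive NSCLC lines 15 of the 16 genes named as up-regulated rose, and 14 of the 18 measured genes named as down-regulated fell, while 2 of the latter rose. As the paper chose these genes on the same arrays, the counts are not independent evidence of their direction. Beside the histones, HES6, a transcription factor of the NOTCH pathway, rose by 1.82 (SE 0.15, adjusted p = 5.84e-04 from limma, n = 4 lines), EFR3B by 1.65 (SE 0.15, adjusted p = 5.90e-04), IRF7, a transcription factor of the interferon system, by 1.59 (SE 0.08, adjusted p = 3.90e-04) and SERTAD1, a regulator of the cell cycle, by 1.40 (SE 0.10, adjusted p = 3.90e-04). The receptor gene FGFR3 rose by 1.23 (SE 0.18, adjusted p = 0.00263) and the immediate early genes FOS and EGR1 by 1.14 and 0.62. Smaller rises were those of NOTCH1 (0.70, adjusted p = 0.0121), KLF2 (0.67), BCL6 (0.59), SESN3 (0.53) and ID1 (0.32, adjusted p = 0.00643). The rises of EFR3B and FGFR3 rest on 1 probe each, since a second probe had 0.071 (adjusted p = 0.259, above background on 39 of 40 arrays) and 0.047 (adjusted p = 0.534, above background on 33 of 40 arrays).

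IL7R, the receptor chain for interleukin-7, fell by 1.25 (SE 0.16, adjusted p = 0.00187), and MLKL, the effector of necroptosis, by 1.11 (SE 0.09, adjusted p = 5.84e-04). Among single genes of secreted factors, the WNT inhibitor DKK1 fell by 0.97 (adjusted p = 0.00343), VEGFC by 0.93, TGFB2 by 0.91 (adjusted p = 0.00481), the coagulation inhibitor TFPI by 0.73 and PDGFC by 0.43. MTHFD1L, an enzyme of mitochondrial folate metabolism, fell by 0.56 and MYC by 0.27 (SE 0.06, adjusted p = 0.0148). Leaving out 1 line ended the call of MYC (HOP92 or H3122, adjusted p up to 0.0596). A second MYC probe, above background on all 40 arrays, had -0.20 (adjusted p = 0.083). BAMBI, a decoy receptor of TGF-beta, rose by 0.99 (SE 0.14, adjusted p = 0.00229) and JUND, a subunit of AP-1, by 0.50 (SE 0.04, adjusted p = 5.86e-04). The chemokine gene CCL2 had a mean of -1.13 and ranged from -2.76 to 0.06 over the 4 lines, which did not pass (adjusted p = 0.0849), nor did HMGA1, as the paper's HMG1A was read, with -0.02 (adjusted p = 0.865). Without H3122, CCL2 fell by 1.52 (adjusted p = 0.0328), and without HOP62 it had -0.58 (adjusted p = 0.27).

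The largest falls among all genes that went the same way in the 4 lines were those of CCDC9B (-1.30), IL7R, the keratin KRT80 (-1.22), JADE2 (-1.21), which acts in histone acetylation, DBNDD2 (-1.19) and TNS3 (-1.14), a protein of focal adhesions. Among the largest rises outside the histones and the genes named by the paper were TM7SF2 (1.41), an enzyme of cholesterol synthesis, and the WNT receptor FZD9 (1.37). At least 2-fold changes were found for 31 higher and 13 lower genes.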

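Most genes called in A549 were called in the same direction in the sensitive NSCLC lines, while most of those called in the sensitive lines were not called in A549. A missing call there does not show a missing change. Of genes called in 3 sensitive lines, 94.6% to 96.3% moved the same way in A549, a comparison added after the data were seen. Of 12290 genes tested in both, 1801 rose in the sensitive lines and 583 in A549, and 1851 and 852 fell. Of these 485 rose in both, where 85.4 would be called higher in both if the calls were unrelated, and 638 fell in both, where 128 would. Only 4 genes were called in opposite directions (213 if unrelated). Both groups of cells shared the rise of the histone genes HIST2H4A (1.61 in the sensitive lines and 1.58 in A549) and HIST1H2BK (0.92 and 1.27), of IRF7 (1.92 in A549), SERTAD1 (1.43), HES6 (1.35) and BRD2 (0.76), and the fall of E2F2 (-1.22), DKK1 (-1.85), VEGFC (-0.92), TGFB2 (-0.89) and MTHFD1L (-0.43). The log2 changes correlated with r = 0.793 across genes, which are not independent replicates. Pairs of single sensitive lines gave r from 0.703 to 0.751, and A549 with each of them 0.672 to 0.757.

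A test of the difference itself, A549 against the 4 sensitive lines with the spread of the 4, called 16 genes lower in A549 and none higher of 14569 (516 at an unadjusted p under 0.05). Among them were BAAT (-1.74), an enzyme of bile acid conjugation, the tight junction gene CLDN2 (-1.68), SLC3A1 (-1.50), an amino acid transporter subunit, and the tetraspanin-like genes TM4SF20 (-1.41) and TM4SF4 (-1.31). Of the 16 genes, 7, with BAAT, TM4SF20 and TM4SF4 among them, were above background on no array of the sensitive lines. CLDN2 was on 7 and SLC3A1 on 8 of these 40 arrays, so for these 5 genes the sensitive lines give little or no measure to compare with, and the sizes of their differences are not measured ones. Most of the others share this limit: CYP24A1 was on 6, IGSF11 and RTN4RL2 on 5 each, CPLX2 on 10 and PPFIBP2 on 15. MMP24 was on 29, and EPCAM was above background on all 40. The count of 16 lower and none higher may thus rest in part on which genes were above background in A549 alone. Epithelial junction and keratin genes were lower in A549 as a group, with 2 of 38 lower and none higher (5 when adjusted over the list alone; adjusted p = 6.85e-04 from camera, adjusted p = 0.431 with an estimated correlation). The count of 16 genes was 2 without HOP92, 2 without H2228 and 9 without HOP62 or without H3122, and no gene passed when arrays were only centred on their median and the spread was fitted without trend (197 at an unadjusted p under 0.05 from limma), a setting chosen after the data were seen. Centred in this way with the trend kept, 16 genes were higher and 38 lower, and among genes above background on every array 1 was left. H3122 taken as the lone line against the other 4 gave 22 genes. Without HOP92 or without H2228 the calls of CLDN2, SLC3A1, TM4SF20 and TM4SF4 ended (adjusted p from 0.0535 to 0.112), and without 24 h that of TM4SF4 did (-0.67, adjusted p = 0.139). The call of MTHFD1L (8, 12 or 24 h, adjusted p up to 0.112) in A549 ended when 1 time point was left out.

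**Figure D2:**
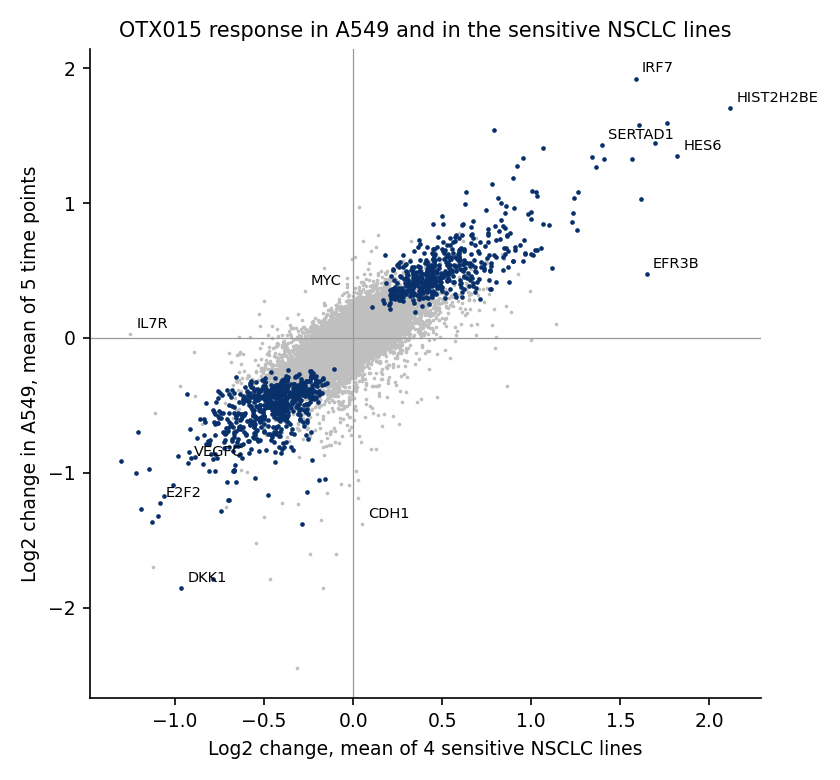
Log2 change (OTX015 minus DMSO) in A549 (mean of 5 time points, y axis) against the mean of the 4 sensitive NSCLC lines (x axis) for 12290 genes. Dark points passed the test in both and in the same direction (485 higher, 638 lower), and named genes are labelled.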

Unexpectedly based on the differences in term of GI50 values, these genes were largely overlapping with those changing also in the resistant NSCLC cells, but individual transcripts behaving differently could be identified. 

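MYC, the transcription factor of cell growth, fell within 2 h in the sensitive NSCLC lines, while it was higher with OTX015 in the single A549 pair of this time. Its log2 change at 2 h was -0.64 in HOP62, -0.69 in HOP92, -0.66 in H2228 and -0.83 in H3122, a mean of -0.70 (SE 0.07, adjusted p = 5.83e-04 from limma, n = 4 lines), and 0.47 in A549. At this time point A549 stood 1.17 above the sensitive lines (SE 0.16, adjusted p = 0.0278), a comparison added after the data were seen in which the spread is that of the 4 sensitive lines and the A549 pair is taken to vary as they do. In it 1 gene was higher and 5 were lower in A549 of 14569. The mean of the sensitive lines was 0.02 at 4 h (adjusted p = 0.931), -0.35 at 8 h (adjusted p = 0.00711) and -0.15 at 24 h (adjusted p = 0.524). Over all 5 time points MYC rose in A549 by 0.35 (SE 0.08, adjusted p = 0.0241, n = 5 time points), and the difference over all time points did not pass (0.62, adjusted p = 0.434).

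CDKN1A rose in A549 by 0.69 (SE 0.17, adjusted p = 0.0243), and its difference from the sensitive lines was -0.25 (SE 0.29, adjusted p = 1). IL7R, which fell in the sensitive lines, had a change of 0.03 in A549 (adjusted p = 0.866), where it was above background on 2 of 5 OTX015 arrays and 3 of 5 DMSO arrays, and a difference of 1.28 (SE 0.36, adjusted p = 0.788). RUNX2, a transcription factor of bone development, fell in the sensitive lines by 0.88 (SE 0.19, adjusted p = 0.0118), and a second probe had -0.15 (adjusted p = 0.0792, above background on 33 of 40 arrays). RUNX2 and IL6 were above background on too few arrays of A549 for a fall to be measured there, so these genes give no comparison with the sensitive lines. Neither the difference of CDKN1A nor that of IL7R passed. Without 1 of the time points CDKN1A (2, 8 or 24 h, adjusted p up to 0.115) and MYC (2, 8 or 24 h, adjusted p up to 0.0987) no longer passed in A549. The paper proposes that the reduced modulation of these known targets of BET inhibitors is a hint on the mechanism of primary resistance.

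**Figure D3:**
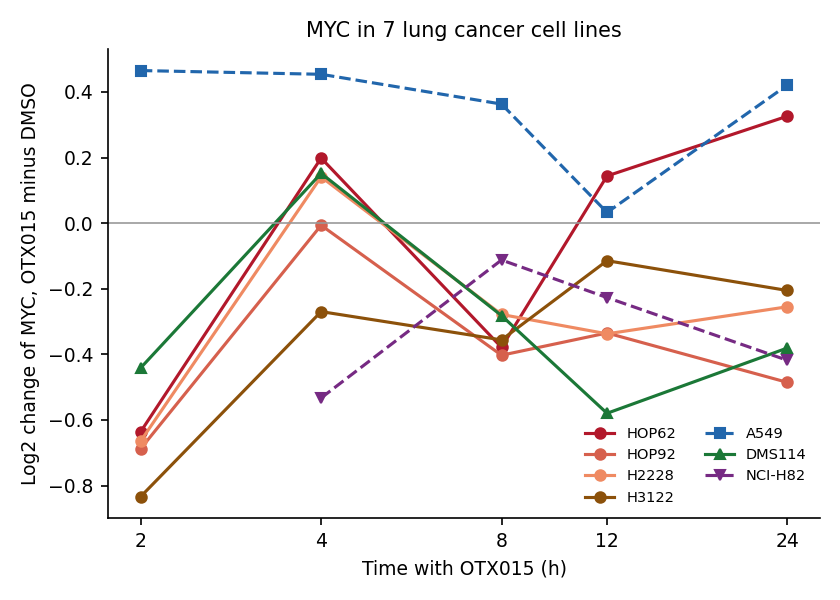
Log2 change of MYC (OTX015 minus DMSO, y axis) against hours of exposure (x axis, log scale) in each line, with 1 array pair per point. At 2 h the 4 sensitive NSCLC lines lie between -0.83 and -0.64 and A549 at 0.47.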

Resistant cells presented a reduced modulation of *CDKN1A* (less up-regulated), *IL7R*, *IL6*, *CSF2*, *RUNX2* (less down-regulated) [14, 26, 27], and, in accordance with the above-mentioned protein data, the early down-regulation of *MYC* was not observed in the resistant setting but only in the sensitive cell lines. 

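FOXD1, a forkhead transcription factor, rose in A549 by 0.97 on the log2 scale (SE 0.18, adjusted p = 0.00803 from limma, n = 5 time points), and its mean over the sensitive NSCLC lines was 0.03 (SE 0.14, adjusted p = 0.896, n = 4 lines). CDH1, which codes for E-cadherin, fell in A549 by 1.38 (SE 0.27, adjusted p = 0.00974), the epithelial adhesion gene EPCAM by 1.38 (SE 0.33, adjusted p = 0.0244) and the NOTCH ligand JAG1 by 0.83 (SE 0.15, adjusted p = 0.00751). PKDCC, a secreted kinase, fell by 0.53 (adjusted p = 0.0391). In the sensitive lines CDH1 had a mean of 0.05 (adjusted p = 0.757), JAG1 of 0.10 (adjusted p = 0.35) and PKDCC of 0.01 (adjusted p = 0.889), while EPCAM fell by 0.29 (adjusted p = 0.00492). Another EPCAM probe had -0.15 (adjusted p = 0.0831, above background on 38 of 40 arrays) in these lines and -0.14 (adjusted p = 0.349, above background on 5 of 10 arrays) in A549.

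The translation factor EIF5A had 0.44 in A549 (adjusted p = 0.234) and 0.07 in the sensitive lines (adjusted p = 0.654), and the growth factor MDK -0.61 (adjusted p = 0.0807) and 0.01 (adjusted p = 0.964), so neither passed in either. The tight junction gene CLDN7 had -0.15 in the sensitive lines (adjusted p = 0.295) and was above background on too few A549 arrays to be tested there or compared. The differences between A549 and the sensitive lines were 0.94 for FOXD1, 0.36 for EIF5A, -1.43 for CDH1 (adjusted p = 0.099), -0.93 for JAG1 (adjusted p = 0.172), -0.61 for MDK and -0.55 for PKDCC (adjusted p = 0.727), and none passed (adjusted p = 1 for the 3 others). In the sensitive lines FOXD1 was above background on 10 of 20 OTX015 and 10 of 20 DMSO arrays, and CDH1 on 10 and 12. EPCAM passed in this comparison, with -1.09 (SE 0.12, adjusted p = 0.0223), on 1 of 3 probes, while the others had -0.79 (adjusted p = 0.245) and 0.015 (adjusted p = 0.999). Leaving out 1 time point ended the call of FOXD1 (8 h, adjusted p = 0.0539), CDH1 (8 h, adjusted p = 0.0541), EPCAM (2, 8 or 24 h, adjusted p up to 0.101) and PKDCC (2, 8 or 12 h, adjusted p up to 0.152) in A549. Without H3122, CLDN7 fell by 0.27 (adjusted p = 0.0256), and without H2228 it had -0.069 (adjusted p = 0.681). Without 12 h, MDK fell by 0.77 in A549 (adjusted p = 0.0329), and without 8 h it had -0.42 (adjusted p = 0.29). The call of EPCAM between the groups ended without any 1 of the sensitive lines (adjusted p of up to 0.112), without 2 h (adjusted p = 0.154) and without 8 h (adjusted p = 0.116).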

Genes coding for proteins supporting cancer cells survival or proliferation such as *FOXD1* or *EIF5A* appeared up-regulated in resistant and not in sensitive, while E-cadherin, *CLDN7*, *MDK*, *PKDCC*, and *JAG1* were more down-regulated.

**Figure 4:**
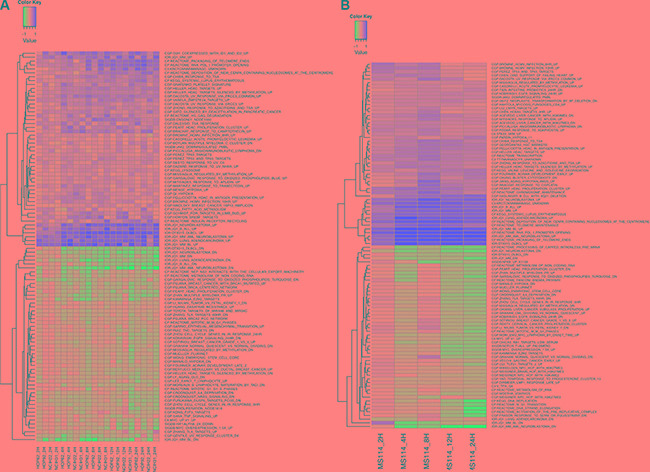
Heatmap of the average gene set expression of the most enriched gene sets among genes changing after exposure to OTX015 in lung cancer OTX015 sensitive cell lines (**A**) NSCLC cell lines; (**B**) SCLC cell line. The top 50 most enriched gene sets among upregulated genes and the top 50 enriched gene sets among downregulated genes are shown. Gene set expression was calculated using GSVA. Y-axis: cell lines at different time points. The heatmap colors are not scaled and show the consistent increase (or decrease) of gene set expression in time. X-axis: top differentially expressed gene sets as assessed by GSEA. Gene sets were filtered for a minimal fold-change of > 0.15 and FDR < 0.05.

In SCLC cell lines, OTX015 also affected relevant biologic pathways and individual transcripts in a time-dependent manner (Figure 4, Supplementary Figures S4–S6 and S9–S10, Supplementary Tables S4–S5). 

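Core histone genes in DMS114 stood at a median log2 change of 0.53 at 2 h, 1.15 at 4 h, 1.20 at 8 h, 1.05 at 12 h and 1.47 at 24 h. The upper quartile of its DMSO array at 2 h lay only 28.9 above the background level. In NCI-H82 these genes stood at 0.36 at 4 h, 0.51 at 8 h, 0.78 at 12 h and 0.76 at 24 h. Each time has 1 array pair per line, so no gene was tested at a single time. Their slopes per doubling of the hours had a median of 0.09 in DMS114 (adjusted p = 4.14e-11 from camera, adjusted p = 0.445 with an estimated correlation) and of 0.14 in NCI-H82 (adjusted p = 1.48e-11 from camera, adjusted p = 0.664 with an estimated correlation), with 2 single genes past the threshold in NCI-H82, HIST2H2AA4 among them (0.45, adjusted p = 0.0317), and none in DMS114 (8 and 11 when adjusted over the list alone). The E2F targets of DNA replication went from 0.00 at 2 h to -0.79 at 24 h in DMS114, with a median slope of -0.22 and none of 44 past the threshold over all genes (19 with a negative slope when adjusted over the list alone; adjusted p = 2.34e-14 from camera, adjusted p = 0.298 with an estimated correlation). In NCI-H82 they went from -0.05 at 4 h to -0.15 at 24 h (adjusted p = 0.0832 for the slope). The transcription factor KLF2 and the receptor FGFR3 had negative slopes there of -0.60 (adjusted p = 0.0122) and -0.39 (adjusted p = 0.0492).

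Over all genes, 33 had a positive and 114 a negative slope of 12595 in NCI-H82 over 4 time points, and none of 12799 in DMS114 over 5, where 1506 had an unadjusted p under 0.05 from limma. The slopes within 1 line were added after the data were seen.

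**Figure D4:**
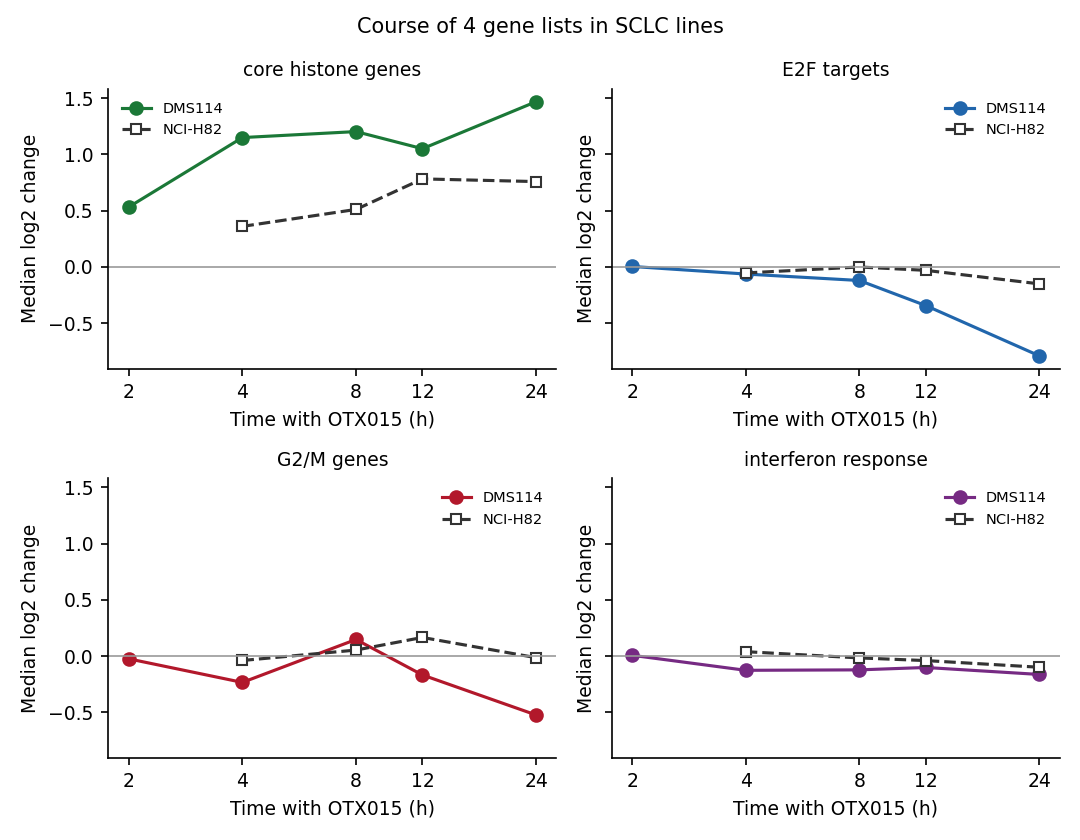
Median log2 change (OTX015 minus DMSO, y axis) of 4 gene lists against hours of exposure (x axis, log scale) in DMS114 (filled circles) and NCI-H82 (open squares, no arrays at 2 h), with 1 array pair per point. Core histone genes stand at 1.47 in DMS114 and 0.76 in NCI-H82 at 24 h.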

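Genes of cell division fell in DMS114, the sensitive SCLC line. Of the E2F targets of DNA replication 11 of 44 fell and 2 rose (11 and 2 when adjusted over the list alone), with a median log2 change of -0.28 (adjusted p = 1.62e-04 from camera, adjusted p = 0.514 with an estimated correlation), and of the G2/M genes 10 of 48 fell and none rose (13 and 0 when adjusted over the list alone), with a median of -0.16 (adjusted p = 0.00307 from camera, adjusted p = 0.554 with an estimated correlation). E2F2 fell by 1.01 (SE 0.15, adjusted p = 0.00162 from limma, n = 5 time points) and AURKA by 0.78 (SE 0.15, adjusted p = 0.00521). In NCI-H82 E2F2 fell as well, by 1.03 (SE 0.10, adjusted p = 6.63e-05, n = 4 time points), but the lists were split: 8 higher and 7 lower of 43 E2F targets (adjusted p = 0.253) and 6 higher and 3 lower of 48 G2/M genes (adjusted p = 0.628). The difference between the lines passed for both lists, with NCI-H82 above DMS114 by a median of 0.25 for E2F targets (adjusted p = 9.32e-05 from camera, adjusted p = 0.595 with an estimated correlation) and 0.23 for G2/M (adjusted p = 6.91e-05 from camera, adjusted p = 0.595 with an estimated correlation).

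MYC targets of ribosome biogenesis fell in both lines: in NCI-H82 26 of 54 fell and 2 rose (29 and 3 when adjusted over the list alone), with a median of -0.22 (adjusted p = 6.60e-07 from camera, adjusted p = 0.314 with an estimated correlation), and in DMS114 11 of 52 fell and 3 rose (15 and 3 when adjusted over the list alone), with a median of -0.17 (adjusted p = 0.00264 from camera, adjusted p = 0.511 with an estimated correlation). The MYC probe with the higher mean fell by 0.32 in NCI-H82 (SE 0.07, adjusted p = 0.0059), while the second, above background on all 8 arrays, had -0.0032 (adjusted p = 0.981) and from -0.081 to 0.035 at single times, so this fall rests on 1 of 2 probes. In DMS114 MYC had a mean of -0.31 (SE 0.12, adjusted p = 0.0865), and the second probe had -0.44 (adjusted p = 0.111 from limma). At 2, 4 and 24 h the first had -0.44, 0.15 and -0.38, and the second -0.12, 0.37 and -0.64, with 1 pair per time. The paper reports a quick and lasting fall of MYC in this line by qPCR at 4 and 24 h, and both probes here were higher at 4 h. The lists of inflammation did not pass. NF-kB and TNF targets had an adjusted p of 0.144 in DMS114 (5 lower, 2 higher of 33) and 0.858 in NCI-H82 (4 lower, 4 higher of 26), MYD88 and toll-like receptor genes 0.109 (7 lower, 2 higher of 23) and 0.873 (1 lower, none higher of 17), and STAT genes and targets 0.413 (4 lower, 6 higher of 30) and 0.873 (7 lower, 6 higher of 28). Of the anti-apoptotic genes 5 of 13 fell and 2 rose (6 and 2 when adjusted over the list alone) in DMS114 (adjusted p = 0.071) and 3 of 13 fell in NCI-H82 (adjusted p = 0.536). BCL2L1 fell in both, by 0.54 in DMS114 (SE 0.13, adjusted p = 0.0165) and 0.48 in NCI-H82 (SE 0.13, adjusted p = 0.0146), and a second probe had -0.24 (adjusted p = 0.338) in DMS114. Without 4 h, MYC fell by 0.42 in DMS114 (adjusted p = 0.0302), and without 12 h it had -0.24 (adjusted p = 0.337). The call of BCL2L1 (4, 12 or 24 h, adjusted p up to 0.0639) in DMS114 ended when 1 time point was left out. In NCI-H82 leaving out 1 time point ended that of BCL2L1 (4, 8 or 12 h, adjusted p up to 0.085). Where arrays were only centred on their median, the median change of all genes in DMS114 was -0.19, and relative to all genes the E2F, G2/M and MYC target lists no longer passed in this line (adjusted p = 0.0785, 0.414 and 0.414).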

Downregulated transcripts were enriched for genes involved in cell cycle and apoptosis regulation, NFKB/MYD88 pathways, as well as MYC and STAT4/5 targets. Upregulated transcripts were enriched for genes involved in chromatin structure and TP53/TP63 targets. 

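In DMS114 42 of 48 core histone genes rose and none fell (46 when adjusted over the list alone), with a median log2 change of 1.07 (adjusted p = 4.85e-37 from camera, adjusted p = 0.211 with an estimated correlation). HIST1H2BJ rose by 3.72 (SE 0.19, adjusted p = 2.72e-07 from limma, n = 5 time points), HIST2H2BE by 3.56 and HIST1H2AC by 3.50. In NCI-H82 36 of 43 rose and none fell (38 when adjusted over the list alone), with a median of 0.61 (adjusted p = 1.95e-19 from camera, adjusted p = 0.314 with an estimated correlation), led by HIST1H2AC with 2.59 (SE 0.08, adjusted p = 4.02e-08, n = 4 time points) and HIST1H2BD with 2.51. The rise was larger in DMS114: 31 of 52 core histone genes were lower and none higher in NCI-H82 than in DMS114 (35 and 2 when adjusted over the list alone), with a median difference of -0.65 (adjusted p = 1.92e-26 from camera, adjusted p = 0.592 with an estimated correlation).

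Of the p53 targets 16 of 40 rose and 1 fell (18 and 2 when adjusted over the list alone) in NCI-H82, with a median of 0.21 (adjusted p = 6.01e-04 from camera, adjusted p = 0.322 with an estimated correlation). In DMS114 12 of 44 rose and 4 fell (13 and 6 when adjusted over the list alone), with a median of 0.07 (adjusted p = 0.071 from camera, and 0.0221 where arrays were only centred on their median). Both values are with the fixed correlation, and an estimated one was not tried on the centred values. CDKN1A rose in both, by 1.26 in DMS114 (SE 0.17, adjusted p = 0.001) and 0.77 in NCI-H82 (SE 0.10, adjusted p = 2.47e-04), and GADD45A rose by 0.77 in NCI-H82 (SE 0.08, adjusted p = 1.02e-04). In the median-centred values the core histone and p53 lists kept their direction in both lines.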

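Besides the histones, IRF7 rose by 1.95 on the log2 scale in DMS114 (SE 0.17, adjusted p = 2.58e-05 from limma, n = 5 time points) and 1.11 in NCI-H82 (SE 0.12, adjusted p = 1.19e-04, n = 4 time points). The kinase gene MKNK2 rose by 1.24 and 0.51, EGR1 by 1.06 and 0.51, BRD2 by 0.67 and 0.71, HEXIM1 by 0.65 (0.41, adjusted p = 0.0985, on values only centred on the median) and 0.43, and the signal transducer STAT3 by 0.70 (adjusted p = 0.00726) and 0.66 (adjusted p = 0.00136). SESN3 rose in NCI-H82, by 0.96 (SE 0.08, adjusted p = 2.19e-05), and had 0.24 in DMS114 (adjusted p = 0.116). Of the 11 genes that the paper names as up-regulated in SCLC, 9 rose in DMS114 and 10 in NCI-H82, and of those named as down-regulated 10 of 11 measured fell in DMS114 and 6 of 9 in NCI-H82. The paper chose these genes on the same arrays, so the counts are not independent evidence.

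DKK1 fell by 0.82 in DMS114 (SE 0.13, adjusted p = 0.00263), the carbonic anhydrase gene CA2 by 1.08 (SE 0.19, adjusted p = 0.00361), the mucin gene MUC1 by 0.96 (SE 0.28, adjusted p = 0.0358) and CCL2 by 0.74 (SE 0.14, adjusted p = 0.00548). Falls in both lines were those of the growth factors VEGFB (-1.08 in DMS114 and -0.46 in NCI-H82) and PDGFC (-0.72 and -0.77) and of MTHFD1L (-0.62 and -0.72). The phosphodiesterase gene PDE4D fell by 0.23 in NCI-H82 (SE 0.07, adjusted p = 0.0203, and 0.106 on values only centred on the median). EIF5A had -0.18 in DMS114 (adjusted p = 0.689) and 0.01 in NCI-H82 (adjusted p = 0.968). Without 4 h, EIF5A fell by 0.60 in DMS114 (adjusted p = 0.0212), and without 24 h it had -0.010 (adjusted p = 0.986). Without 2 h, SESN3 rose by 0.33 in DMS114 (adjusted p = 0.0301), and without 4 h it had 0.14 (adjusted p = 0.356). The largest falls among all genes that went the same way at every time were ADAM2 (-1.48), DBNDD2 (-1.40) and the homeobox gene HOXC8 (-1.36) in DMS114, and VXN (-2.56), PALMD (-2.22) and GNAT2 (-2.06) in NCI-H82, where EFR3B rose most, by 2.99 (SE 0.15, adjusted p = 1.33e-06). Second probes had -0.56 (adjusted p = 0.106) for MUC1 in DMS114, and 0.0021 (adjusted p = 0.987, above background on 6 of 8 arrays) for PALMD and 0.23 (adjusted p = 0.0719) for EFR3B in NCI-H82. In DMS114 leaving out 1 time point ended the call of MUC1 (8, 12 or 24 h, adjusted p up to 0.147) and MTHFD1L (8, 12 or 24 h, adjusted p up to 0.156). In NCI-H82 it ended that of VEGFB (12 h, adjusted p = 0.0519) and PDE4D (4 or 8 h, adjusted p up to 0.082).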

The most up-regulated genes after exposure to OTX015 comprised genes coding for different class 1 and 2 histones, *IRF7*, *CDKN1A*, *CDKN1C*, *BRD2*, *XEXIM1*, *SESN3*, *STAT3* *FGFR3*, *MKNK2* and *EGR1*, while the most down-regulated transcripts encompassed *E2F2*, *EIF5A*, *DKK1*, *CCL2*, *TPM3*, *CA2*, *MUC1*, *KRAS*, *VEGFB*, *MTHFD1L*, *BCL2L1*, *AURKA*, *PDGFC*, and *PDE4D* (Supplementary Tables S4–S5). Again, GEP signatures largely overlapped between sensitive and resistant cells (Supplementary Figures S9–S10). 

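Of 11549 genes tested in both SCLC lines, 665 rose in both, where 168 would be called higher in both if the calls were unrelated, and 562 fell in both, where 132 would. Opposite calls were made for 17 (298 if unrelated). The lines shared the rise of PIM2, a kinase of cell survival (0.65 in DMS114 and 0.81 in NCI-H82), HIST1H2BK (2.09 and 1.83) and HIST2H4A (2.92 and 1.35), and the fall of HOXC8 (-1.93 in NCI-H82) and CDK6 (-0.62 and -0.57). The log2 changes correlated with r = 0.645 across genes, which are not independent replicates, and with r = 0.517 at 24 h, the only time at which both NCI-H82 arrays lie on 1 chip. At the other single times r was 0.552 at 4 h, 0.488 at 8 h and 0.534 at 12 h. The NCI-H82 change at 24 h correlated with the mean of its other times at r = 0.753 over 12595 genes. DMS114 correlated with single NSCLC lines at 0.52 to 0.657 and NCI-H82 at 0.601 to 0.687. A test of the difference over the 4 shared time points called 1073 of 14048 genes, 524 of them higher in NCI-H82 than in DMS114 and the others lower. Of the 1073, 103 were above background on no DMS114 array and 115 on no NCI-H82 array. The count of differing genes was 687 without 8 h, 449 without 12 h and 500 without 24 h. Without 1 of the time points CDK6 (12 or 24 h, adjusted p up to 0.142) no longer passed in DMS114.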

Since only one sensitive and one resistant SCLC cell lines were studied, the vast majority of differences might be due to the cell of origin. However, we could observe a different regulation of *CDKN2D* (P19), up-regulated in resistant cells, and of *CDKN1C* (P57), up-regulated in the sensitive cells.

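CDKN2D rose by 1.32 on the log2 scale in NCI-H82 (SE 0.09, adjusted p = 5.49e-06 from limma, n = 4 time points) and had 0.29 in DMS114 (SE 0.14, adjusted p = 0.174, n = 5 time points). The difference between the lines at the 4 shared time points was 0.89 (SE 0.14, adjusted p = 0.0016). CDKN1C rose by 1.87 in DMS114 (SE 0.24, adjusted p = 5.71e-04) and had 0.22 in NCI-H82 (SE 0.08, adjusted p = 0.0527), where it was above background on 3 of 4 OTX015 arrays and on none of 4 DMSO arrays. A rise from below background may be larger than the array shows, so its difference of -1.76 is a bound and not a measured value. Of the 7 CDK inhibitor genes, 3 rose in DMS114 (median 0.29, adjusted p = 0.00307 from camera, adjusted p = 0.211 with an estimated correlation) and 4 in NCI-H82 (median 0.23, adjusted p = 0.0064 from camera, adjusted p = 0.322 with an estimated correlation), and none fell. Other genes moved apart between the lines: EFR3B (2.21) and SERTAD1 (1.22) rose more in NCI-H82, IRF7 (-1.02) and FOS (-0.85) rose more in DMS114, and VXN (-2.64) fell in NCI-H82 and was above background on no DMS114 array. A second EFR3B probe had 0.092 (adjusted p = 0.737). Without 2 h, CDKN2D rose by 0.43 in DMS114 (adjusted p = 0.0301), and without 4 h it had 0.20 (adjusted p = 0.401). Without 4 h, CDKN1C rose by 0.31 or more in NCI-H82 (adjusted p = 0.011), and without 12 h it had 0.18 (adjusted p = 0.198). With 1 line per group the difference between a sensitive and a resistant line cannot be separated from that between 2 cell lines. The paper proposes that most differences between these lines might come from the cell of origin, and that the regulation of CDKN2D and CDKN1C could be linked with the different sensitivity to anti-cancer drugs.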

Finally, OTX015-induced changes in NSCLC and SCLC models strongly overlapped with OTX015 signatures in diffuse large B cell lymphomas [14], with JQ1 signatures in NSCLC [24] and other tumor models [26, 28–30], and also partially overlapped with those of HDAC inhibitors (Figure 4, Supplementary Figures S4–S6).

## DISCUSSION

In this study, a panel of lung cancer models harboring a range of oncogenic mutations, MYC amplifications, and the fusion protein EML4-ALK, representing the most relevant clinical subtypes of NSCLC or SCLC were selected to evaluate the biological relevance of BET inhibition in lung cancer and to better define which subtypes have the potential to be more sensitive to BET inhibition. We hereby provide supporting evidence to explore this new therapeutic avenue of BET proteins inhibition in lung cancer.

OTX015 demonstrated a range of antitumor activity with GI_50_ values in the submicromolar range in several NSCLC and SCLC models, displaying cytostatic activity. OTX015 treatment resulted in an accumulation of cells in the G1 phase and depletion of cells in the S phase in OTX015-sensitive cell lines. Our data were similar to what was reported with the OTX015 analog JQ1 in lung cancer models [24, 31, 32], although, in our hands, OTX015 presented lower GI_50_ values than JQ1.

Initially, cells harboring the EML4-ALK fusion protein were expected to be more sensitive to BET inhibition, which is known to be implicated in the dependency between the ALK and MYC pathways [33]. However, four NSCLC cell lines were found to be equally susceptible to BET inhibition independent of their *KRAS* and *EGFR* mutational status and of the chimeric oncogene EML4-ALK. These results were in accordance with previous studies showing that the presence of *EGFR* mutations does not affect BET activity [32]. In addition, our findings with the A549 cell line were coherent with a previous report showing that KRAS/LKB1 mutant models are resistant to JQ1 [32]. In sensitive NSCLC models, OTX015 resulted in a rapid and sustained downregulation of MYC (HOP92) or a transient MYCN downregulation (HOP62 and H3122). Given that MYC or MYCN were not altered by OTX015 treatment in the OTX015-sensitive H2228 cell line, it will be valuable to investigate other proto-oncogenes such as MYCL1, or FOSL1 for a potential role in the OTX015 mechanism of action, as described previously for JQ1 [24]. *In vivo* experiments confirmed that OTX015 prompted tumor regression in an EML4-ALK(+) NSCLC model, modulating both MYC and MYCN together with the down-regulation of several stem cells markers, in particular NANOG as well as Musashi-1, CD113 and EpCAM in NSCLC tumors, whereas little effect on other pluripotency genes such as Oct4, CD44 and CD24 was observed. In support of these findings, it was recently shown that BRD4 is critical for maintenance of stem cell pluripotency which primarily occurs through the regulation of NANOG expression with only minimal effects on other pluripotency genes such as Sox2, Oct4, and Klf4, and JQ1 exposure inhibits the BRD4 binding to NANOG promoter leading to a marked transcriptional downregulation of the expression of the gene, without affecting MYC [11, 34].

Despite initial response to crizotinib, the majority of patients with ALK-rearranged tumors, relapse within 12 months and develop resistance [35]. Treatment options after failure with crizotinib are limited. Here, OTX015 was more potent than crizotinib in the *in vivo* setting without apparent toxicity and additive effects were seen when the two agents were combined *in vitro* in two EML4-ALK(+) NSCLC models. Interestingly, we observed that *in vivo,* in contrast to OTX015, crizotinib upregulated MYC and MYCN transcripts. Studies exploring the positioning of OTX015 as second-line treatment after crizotinib-acquired resistance or for delaying crizotinib resistance appearance are merited.

Based on the relevance of deregulation of MYC family members in SCLC [36], we hypothesized that SCLC models would be more susceptible to BRD inhibition/MYC gene downregulation than other tumor types. Instead, we observed that OTX015 treatment only decreased MYC mRNA and protein levels in DMS114 cells, whereas the three other SCLC models were resistant to OTX015 (GI_50_ > 6 μM after 72 h) suggesting that sensitivity to OTX015 is not dependent on MYC modulation. In addition, no correlations were observed between SCLC cell lines harboring MYC gene amplification and OTX015 sensitivity. DMS114 cells harbor a wildtype *RB1* gene while the three OTX015-resistant cell lines carry an inactive *RB1* mutant, which may be implicated in the outcome of BET inhibition in this type of lung tumor. This would be in accordance with the observation that lymphoma cell lines with a strong E2F gene expression signature present lower sensitivity to OTX015 [14].

Transcriptome analysis after OTX015 treatment revealed wide-ranging modulation in genes coding for several histones and several genes involved in cell cycle, cell growth, apoptosis and migration, surprisingly in both OTX015-sensitive and OTX015-resistant cell lines, and for both NSCLC and SCLC models. OTX015 signatures also largely overlapped with what reported for the same compound or for other BET inhibitors in different tumor models.

The observed gene expression changes were very similar to what observed with OTX015 or with other BET inhibitors in other tumor models [14, 15, 26, 30, 37]. OTX015 down-regulated genes involved in cell cycle and apoptosis regulation, NFKB/MYD88 pathways, as well as MYC targets, while the genes coding for proteins involved in chromatin structure were the most commonly up-regulated genes. The down-regulation induced by OTX015 on a series of individual transcripts might have positive clinical implications for patients with lung cancer: *AURKA* [38], *KRAS*, *MYC* [36], *CDK6* [39], *MUC1* [40], *IL6* [41], *CCL2* [42], *IL7R* [43], *E2F2* [44], *TGFB2* (its receptor *BAMBI* was up-regulated after OTX015) [45], *PDE4D* [46], *TPM3* [47], and *CA2* [48].

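CDK6, the kinase that starts S phase entry with cyclin D, fell in all 4 comparisons: by 0.56 on the log2 scale in the sensitive NSCLC lines (SE 0.10, adjusted p = 0.00646 from limma, n = 4 lines) and by 0.37 in A549 (SE 0.09, adjusted p = 0.0297, n = 5 time points), beside the values in the SCLC lines. AURKA fell in A549 by 0.29 (adjusted p = 0.0388, and 0.111 on values only centred on the median) and had -0.19 in NCI-H82 (adjusted p = 0.0957), where a second probe had -0.29 (adjusted p = 0.0173). PDE4D fell in the sensitive NSCLC lines by 0.48 (SE 0.08, adjusted p = 0.00399) and in A549 by 1.16 (SE 0.13, adjusted p = 9.40e-04). CCL2 fell in A549 by 1.70 (SE 0.12, adjusted p = 1.70e-04). MUC1 had -0.11 in the sensitive NSCLC lines (adjusted p = 0.467) and -0.24 in NCI-H82 (adjusted p = 0.0679). CA2 rose in the sensitive NSCLC lines by 0.47 (SE 0.07, adjusted p = 0.00254). BAMBI had 0.35 in A549 (adjusted p = 0.135). Without 12 h, BAMBI rose by 0.48 in A549 (adjusted p = 0.0457), and without 4 h it had 0.22 (adjusted p = 0.32). Without 12 h, AURKA fell by 0.27 in NCI-H82 (adjusted p = 0.0446), and without 24 h it had -0.14 (adjusted p = 0.28). Leaving out 1 time point ended the call of CDK6 (4, 8, 12 or 24 h, adjusted p up to 0.137) and AURKA (2, 4, 8, 12 or 24 h, adjusted p up to 0.118) in A549.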

Analysis of the gene expression changes after OTX015 also lead to two unexpected observations. First, exposure to OTX015 led to the up-regulation of genes that might reduce the anti-tumor activity of the BET inhibitor such as *STAT3* and *FGFR3* in both NSCLC and SCLC, *NOTCH1* and its target *HES6* in NSCLC, *PIM2* in SCLCL: further studies are needed to understand the relationship between these genes and OTX015 and whether novel combinations with agents targeting these proteins can improve the response to the epigenetic compound. 

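STAT3 had a log2 change of 0.29 in the sensitive NSCLC lines (SE 0.09, adjusted p = 0.0515 from limma, n = 4 lines) and 0.21 in A549 (adjusted p = 0.289), neither of which passed, while it rose in both SCLC lines. In the sensitive lines 2 other STAT3 probes did pass, with 0.28 (adjusted p = 0.029) and 0.38 (adjusted p = 0.00919). FGFR3 rose in A549 by 0.93 (SE 0.22, adjusted p = 0.0242, n = 5 time points) and in NCI-H82 by 1.09 (SE 0.14, adjusted p = 2.63e-04, n = 4 time points), and had 0.43 in DMS114 (adjusted p = 0.0919). A second FGFR3 probe had 0.044 (adjusted p = 0.823) in A549 and 0.16 (adjusted p = 0.251) in NCI-H82. NOTCH1 rose in A549 by 0.63 (SE 0.17, adjusted p = 0.0393), and had 0.22 in DMS114 (adjusted p = 0.432) and 0.23 in NCI-H82 (adjusted p = 0.106). HES6 rose in NCI-H82 by 0.44 (SE 0.06, adjusted p = 4.25e-04) and had 0.27 in DMS114 (adjusted p = 0.298). PIM2 rose in the NSCLC lines too, by 0.65 in the sensitive lines (SE 0.06, adjusted p = 6.78e-04) and 0.54 in A549 (SE 0.10, adjusted p = 0.00741). Of the NOTCH pathway genes 8 of 28 rose and 1 fell (8 and 1 when adjusted over the list alone) in the sensitive NSCLC lines, and the list did not pass (adjusted p = 0.0814 from camera, adjusted p = 0.329 with an estimated correlation). Without H3122 this list did pass with the fixed correlation (adjusted p = 0.0324 from camera). Without H2228, STAT3 rose by 0.36 in the sensitive NSCLC lines (adjusted p = 0.0398), and without H3122 it had 0.18 (adjusted p = 0.156). The call of FGFR3 (2 or 8 h, adjusted p up to 0.12), NOTCH1 (2, 4, 8 or 24 h, adjusted p up to 0.167) and PIM2 (8 h, adjusted p = 0.0512) in A549 ended when 1 time point was left out.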

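Genes called in 3 of the sensitive NSCLC lines moved the same way in cells that took no part in the choice, in a comparison added after the data were seen. With each sensitive line left out in turn, 2584 to 3040 genes were called in the other 3, and 93.8% to 96.7% of them had the same direction in the line left out. In A549 the share was 94.6% to 96.3%, in DMS114 85.8% to 90% and in NCI-H82 88.5% to 91.2%, where unrelated directions would give about 50%. Of single genes, HEXIM1 rose in A549 by 0.51 (SE 0.09, adjusted p = 0.00619 from limma, n = 5 time points), BCL6 by 0.74 and KLF2 by 0.87, and FOSL1, a subunit of AP-1, fell by 0.69. Genes of hypoxia and glycolysis rose in the sensitive NSCLC lines (17 of 36 higher and 1 lower; adjusted p = 8.15e-04 from camera, adjusted p = 0.321 with an estimated correlation), in A549 (8 and 1 of 35; adjusted p = 0.00839 from camera, adjusted p = 0.197 with an estimated correlation) and in DMS114 (13 and 1 of 35; adjusted p = 0.00117 from camera, adjusted p = 0.282 with an estimated correlation), and in NCI-H82 the list did not pass (adjusted p = 0.0816). Without 1 of the time points FOSL1 (8 h, adjusted p = 0.0617) no longer passed in A549.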

Second, despite big differences in terms of GI_50_ values, sensitive and resistant cell lines presented very similar gene expression changes after exposure to OTX015 given at 500 nM. Although our analyses encompassed only a limited number of resistant lung cancer cell lines, a few hints could be made on the mechanisms underlying primary resistance to OTX015. NSCLC resistant cells presented a reduced modulation of known BET inhibitors targets [14, 26, 27] such CDKN1A (less up-regulated), IL7R, IL6, CSF2, RUNX2 (less down-regulated), and, in accordance with our protein data, the early down-regulation of MYC was observed only in the sensitive cell lines. After OTX015 SCLC resistant and sensitive cells differed presenting an up-regulation of CDKN2D (P19) in resistant cells, and of CDKN1C (P57) in the sensitive cells, changes that could be linked with the different sensitivity to anti-cancer drugs [49, 50].

Our findings indicate that the subsets of NSCLC cells harboring the EML4-ALK chimeric oncogene appear sensitive to BET inhibition. Also, concurrent mutations in *KRAS* and *LKB1* (coding a serine-threonine kinase that directly phosphorylates and activates AMPK) genes abrogated OTX015 effects in NSCLC, as previously described for JQ1 [32]. In SCLC models, our findings highlighted that absence of expression of the product of *RB1* (the retinoblastoma protein, pRB) as a consequence of deletion, mutation, chromosomal loss or other mechanisms, as is the case in almost 90% of SCLC patients, might be a resistance marker for BET inhibition in SCLC. In contrast to direct small-molecule inhibitors of driver oncoproteins where specific DNA mutations serve as reliable biomarkers, the establishment of predictive markers of BET inhibition is heavily affected by the underlying heterogeneous genetic and epigenetic landscape of human cancers, including lung cancers, that can lead to the activation of different driver genes in specific individual cancers, or even in different subclones of the same tumor [51]. BET bromodomain proteins can be expected to have different targets in cancers derived from different cells, and this may influence the activity and mechanism of action of BET inhibitors. Collectively, our findings indicate that the cellular context-dependent requirement of BET inhibition cannot be fully explained on the basis of the known molecular functions of BRDs, as also highlighted by largely overlapping gene expression changes in both sensitive and resistant cell lines, or the basal levels of MYC genes, and to date, no genetic, transcriptional or chromatin markers have been identified to predict responsiveness to BET inhibition, except the concurrent mutations in *KRAS* and *LKB1* genes in lung carcinoma models [32].

In conclusion, we reported a broad-spectrum activity of OTX015 against NSCLC cell lines, but not in SCLC. OTX015 appears to be a promising therapeutic strategy for EML4-ALK positive patients as well as *KRAS*-mutant NSCLC patients with wildtype *LKB1*, whereas *EGFR* mutations did not correlate with the outcome of BET inhibition. In addition, OTX015 presented good oral bioavailability and induced tumor regression in EML4-ALK(+) xenografts. It inhibited MYC expression however this was not related to its sensitivity in cancer cell lines. In addition, we provide a rationale for investigating OTX015 as a single agent and combined with crizotinib in NSCLC-ALK(+) patients. These findings were the scientific support for the OTX015 dose escalation study in solid tumors including NSCLC patients (NCT02259114).

## MATERIALS AND METHODS

### Cell culture and reagents

OTX015 (MK-8628) was provided as a powder by Oncoethix. It was dissolved in DMSO as a 10 mM stock solution and stored at −20°C. JQ1 was purchased from BPS Bioscience. Crizotinib, a protein tyrosine kinase inhibitor of the MET receptor and ALK-fusion protein, was purchased from Selleck Chem. Drug stock solutions were reconstituted according to supplier instructions. Reagents were purchased from Sigma-Aldrich unless otherwise specified.

H2228, NCI-H69, NCI-H82 and DMS79 cell lines were obtained from the American Type Culture Collection, HOP92, HOP62, A549 and DMS114 from the National Institute of Cancer, Bethesda, USA, while the H3122 cell line was a kind gift of Prof. Giorgio Inghirami. Cell lines were maintained in T-25 culture flasks in RPMI 1640 supplemented with 10% FBS (#26140079, Gibco FBS qualified USA origin, Life Technologies), 2 mM glutamine (PAA Laboratories), 100 units/ml penicillin and 100 μg/ml streptomycin (PAA Laboratories) at 37°C in a humidified 5% CO2 atmosphere. Cell lines with a passage number ranging from 5 and 40 were used and were maintained in culture for up to 6 weeks. Confirmation of cell identity and verification of *Mycoplasma sp.* contamination was performed by Idexx BioResearch (Germany). Cell counting was performed with a hemocytometer.

### Cell cycle analyses

5 × 10^5^ cells were treated with 500 nM OTX015, JQ1 or equivalent concentrations of DMSO for 48 h, then stained with citrate buffer RNase (1 mg/ml) and propidium iodide (100 μg/ml) for 15 minutes at room temperature. DNA content and cell cycle distribution were analyzed by FACScan. Experiments were independently performed at least three times, unless otherwise indicated.

### *In vivo* studies

6-week-old female nude Foxn1 mice were obtained from Harlan Laboratories (Udine, Italy) and maintained at a constant temperature and humidity, according to institutional guidelines. Protocols were approved by the ethics committee of the IRCCS-Istituto di Ricerche Farmacologiche Mario Negri, Italy. For the NSCLC model, mice were subcutaneously injected in the right flank with the H3122 EML4-ALK-positive cell line (10^7^ cells/mouse). When tumors reached ~100 mg, mice were randomized to 1) vehicle: 0.5% methocel, thrice weekly, gavage; 2) 50 mg/kg OTX015, bi-daily (BID), 7 days ON, gavage; or 3) 25 mg/kg crizotinib, thrice weekly, gavage. For the SCLC model, DMS114 tumor fragments were subcutaneously grafted in the right flank. When tumors reached ~100–150 mg, mice were randomized to: 1) vehicle (PBS, gavage) or 2) 50 mg/kg OTX015, BID, 7 days ON, gavage. Tumor size measurements and mouse body weight were recorded at least twice a week from treatment start until the end of the study. Treatment efficacy was calculated as T/C%, where T and C are the mean tumor weight of treated and control groups, respectively. A T/C% < 45% was considered active. Tolerability was evaluated on the basis of body weight loss, clinical observation and mortality.

### Quantification of OTX015 levels in plasma and tissue samples

OTX015 concentrations were determined using a validated Acquity Ultra Performance Liquid Chromatography System (Waters) coupled with a tandem mass spectrometry detection method (UPLC/MS/MS), as described previously [52]. *In vivo* OTX015 levels were analyzed in terminal plasma, peritumoral tissue, peripheral and tumor tissues from H3122 xenograft-bearing nude mice. Control and OTX015-treated mice were sacrificed 4 h after the last treatment.

### Gene expression profiling (GEP)

RNA samples isolated using Trizol extraction from 2 × 10^6^ cells treated with 500 nM OTX015 or 0.1% DMSO were processed using the Human HT-12 v4 Expression BeadChip (Illumina), as previously described [14]. Data processing and statistical analysis were performed using R/Bioconductor. Transcript mapping was based on HG19 using manufacturer supplied annotation. Data were quantile normalized and differential expression analysis was performed using limma [53]. Functional annotation was performed using gene set enrichment analysis (GSEA) method using the GSEA gene sets [54], the Signature Database [55], and previously reported gene sets [14]. Differential expression of gene sets was calculated using the gene set variation analysis (GSVA) method [56]. The GEP data have been deposited in NCBI's Gene Expression Omnibus [57] and are accessible through GEO Series accession number GSE72961 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE72961).

### Chou-Talalay combination studies

For combination studies, 20 × 10^3^ cells/well were seeded in a 96-well plate and treated 48 h later with increasing concentrations of OTX015 alone or combined with crizotinib at a range of concentrations. GI_20_, GI_40_, GI_60_ and GI_80_ drug concentrations were evaluated. To assess drug-drug interactions, dose-response data were evaluated with the CalcuSyn program (Biosoft) which applies median effect methodology to estimate a combination index (CI), CI values < 0.9 indicate synergism, 0.9 to 1.1 indicate additive effects, and > 1.1 indicate antagonism [58].

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

How the deposited data were processed for this re-analysis (not part of the article)

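RNA of 7 lung cancer cell lines was measured on 75 Illumina Human HT-12 v4 BeadChip arrays: untreated cells, and cells with OTX015 at 500 nM or with 0.1% DMSO. The authors deposited the probe intensities of the arrays with no normalization, with the background left in and with no detection p-values; the scanner's software is not stated. The authors also deposited log2 values, which the paper's methods describe as quantile-normalized; in each of the 75 arrays the deposited log2 values ranked most like the intensities of the same array, and log2 of the quantile-normalized intensities gave them to within 0.00228. Symbols came from a table of 30121 of the 47231 probes, of which 30113 have 1 symbol; the 17110 probes outside the table and the 8 with several symbols were tested only where all probes were. No 2 arrays shared more than 2 identical intensities.

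The intensities were corrected for background with normexp (saddle-point estimates, offset 50), quantile-normalized over all arrays and taken to log2 with limma 3.58.1 in R 4.3.3. The correction planned for files with detection p-values could not be used, so the substitute planned for that case, normexp with this offset, was. The background level of an array was the mode of its intensities, and a probe was above background where it exceeded the mode by the upper 0.01 point of a normal distribution with the spread seen below the mode. A gene was tested where its probe, the one with the highest mean, was above background on at least 5 of 40 arrays of the sensitive NSCLC lines, on at least 5 of 50 for A549 against these lines, and on at least 3 of 10 in A549 or DMS114, of 8 in NCI-H82 and of 16 for the SCLC lines against each other. The depth of an array was taken as its upper quartile less its background level, which ranged as follows: HOP62 25.8 to 120, HOP92 74.2 to 126, H2228 53.9 to 133, H3122 56.3 to 106, A549 36.6 to 93.3, DMS114 28.9 to 106 and NCI-H82 52 to 125. In all 75 arrays the most similar other array came from the same line, which checks the labels of the lines; the pairing by treatment and time rests on the labels alone.

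Each of HOP62, HOP92, H2228, H3122, A549 and DMS114 lies on a chip of its own, with treated and DMSO arrays in different positions that are the same in all 6 lines, so an effect of the position on the chip cannot be told apart from the treatment there. The NCI-H82 pairs at 4, 8 and 12 h lie on different chips, the first 2 of them in 1 position, and their changes correlated with those of the other 6 lines at r from 0.314 to 0.552 at 4 h and from 0.488 to 0.614 at 8 h.

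The changes were tested with limma (eBayes with trend): 1 mean difference per line for the sensitive NSCLC lines, 1 difference per time within A549, DMS114 and NCI-H82, 1 line against 4 for A549 against the sensitive lines, and the difference between the SCLC lines at each shared time. Single times, and the slope of the change on log2 hours, were tested over the 4 sensitive lines. P-values were adjusted by the method of Benjamini and Hochberg, with 0.05 as the threshold. Gene lists with at least 3 tested members were compared with all other genes by camera, with an inter-gene correlation of 0.01 and again with the correlation estimated, and adjusted over the lists. The lists, written from general knowledge before the data were examined, were core histone genes, replication-independent histone genes, E2F targets of DNA replication and S phase, G2/M and mitosis, MYC targets of ribosome biogenesis and nucleotide synthesis, NF-kB and TNF targets, MYD88 and toll-like receptor signalling, interferon response, STAT genes and STAT targets, miR-34b/c targets, p53 targets, anti-apoptotic genes, pro-apoptotic genes, CDK inhibitors, RB and MYC family genes, P-TEFb, 7SK and BET genes, immediate early genes, NOTCH pathway, cholesterol and fatty acid synthesis (SREBP targets), lysosome, hypoxia and glycolysis, amino acid and ER stress response (ATF4, CHOP, XBP1), epithelial junction and keratin genes, mesenchymal and extracellular matrix genes, neuroendocrine and neural lineage genes, cytosolic ribosomal protein genes, oxidative phosphorylation, HDAC and chromatin modifier genes, HOX genes, haematopoietic cell markers and endothelial cell markers. The panel of 14 BET-responsive genes of the study, the stem cell markers of the study and the genes named as up or down were taken from the paper. It took the panel from earlier reports of BET inhibition and measured the stem cell markers in its H3122 tumours, while the named genes were chosen on these arrays and are not independent evidence. Of 77 genes named by the paper, 6 have no probe in the table and are not analysed here.

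The genes named in the text follow a rule written before the data were examined, though the top of the paper's supplementary tables of these arrays had been seen: every gene the paper names in its expression results; the 12 largest rises and falls past the threshold and in 1 direction in all 4 sensitive lines; the 8 largest each way in A549, DMS114 and NCI-H82 with 1 direction at every time; up to 4 members of each list; and the 5 largest differences each way between lines. The alternatives tried were other background corrections and scalings, the deposited log2 values, other filters, all probes, a variance model without trend, the untreated array as control, other units of replication and pairings, and leaving out each line or time. Added after the data were seen were leaving out pairs with a dim array and centring on the median together with a variance model without trend. Where another probe of a named gene, above background on most arrays, was called otherwise than the one reported, its value is given, with p-values adjusted over all probes. Symbols the paper prints as XEXIM1, HMG1A, GADD451 and CD113 were read as HEXIM1, HMGA1, GADD45A and PVRL3.

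The 6 comparisons named below, and the 8 h test and the slope in the sensitive NSCLC lines, were tested on simulated data. These had the real arrangement of arrays and changes of 0.25, 0.5 and 1 on the log2 scale. The spread was that between the time points of a line, drawn for each gene on its own, with the same change in every changed line. Differences between lines in their response were left out, so the shares found over several lines may be too high. Correlation between genes was left out too, so the simulated lists do not test the fixed correlation. The shares found for these sizes were 81%, 99.5% and 100% of the genes in the sensitive NSCLC lines, 15.4%, 84.8% and 99.5% in A549, 13.1%, 84% and 98.9% in DMS114, 5.82%, 69.7% and 100% in NCI-H82, 8.5%, 73% and 99.5% for A549 against the sensitive lines and 0.508%, 22.1% and 92.1% between the SCLC lines. The other single times, the slopes within 1 line, A549 at 2 h and DMSO against untreated cells were not simulated. Of 13584 unchanged genes, 21 were called in the sensitive lines. A simulated list of 40 genes moved by 0.3 gave p = 2.99e-52 from camera, and p = 7.80e-04 with an estimated correlation, and a list that was not moved gave p = 0.309. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.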

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

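Chosen only after the result was seen were the tests of HOP62 as the source of the G2/M fall, of both relations to Emax, of the position on the chip for the G2/M genes, of the dim HOP62 array for MYC, of the chips and of the untreated level for the histones, the comparison of A549 with the sensitive lines at 2 h, the comparison of DMSO with untreated cells, and the test on the median-centred scale without trend.

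Some values lay far from the others of their group. Of 196 groups of 4 to 10 values, 10 had a highest or lowest value past the 95% limit of Dixon's ratio, where chance marks about 1 in 20. Between the sensitive NSCLC lines these were KRT80 in H3122 (-0.84, others -1.38 to -1.31), NOTCH1 in H2228 (1.38, others 0.41 to 0.51) and TM7SF2 in H2228 (1.10, others 1.49 to 1.53). Within A549 it was MYC at 12 h (0.033, others 0.36 to 0.47), and within NCI-H82 PALMD at 4 h (-2.51, others -2.14 to -2.10). The second MYC probe had 0.46 in A549 at 12 h, so the low MYC value was not seen with it. In DMS114 the 4 h pair stood apart in 4 genes: CDKN1A (2.19, others 0.83 to 1.19), EIF5A (1.49, others -0.85 to -0.29), FGFR3 (1.32, others 0.07 to 0.38) and MKNK2 (2.51, others 0.80 to 1.09). The signal over background of the A549 array with OTX015 at 4 h was 36.6, with 67.5 to 93.3 in the other treated and DMSO arrays of the line.

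Several changes differed between lines by a test of the difference. In A549 against the sensitive NSCLC lines these were BAAT (-1.74), CLDN2 (-1.68), SLC3A1 (-1.50), TM4SF20 (-1.41), TM4SF4 (-1.31) and EPCAM (-1.09), MYC at 2 h (1.17), and the medians of the G2/M (0.18), E2F (0.13), interferon (0.11) and epithelial (-0.075) lists. BAAT, TM4SF20 and TM4SF4 were above background on no array of the sensitive lines, CLDN2 on 7 and SLC3A1 on 8 of 40, so a like fall there could hardly have been seen. The calls of the first 6 genes ended on the median-centred scale without trend (adjusted p from 0.405 to 1). In NCI-H82 against DMS114 they were EFR3B (2.21), SERTAD1 (1.22), CDKN2D (0.89), VXN (-2.64, above background on no DMS114 array), CDKN1C (-1.76, a bound, as its NCI-H82 DMSO arrays lie at background), IRF7 (-1.02) and FOS (-0.85), and the medians of the core histone (-0.65), E2F (0.25) and G2/M (0.23) lists. With the correlation estimated, none of these list differences passed (adjusted p from 0.431 to 0.684). In the comparison of DMSO at 24 h with untreated cells at 0 h in the sensitive NSCLC lines, on which the paper does not report, 1 gene was higher and none lower of 13774 (1363 at an unadjusted p under 0.05 from limma): RPL21, by 1.18 (SE 0.12, adjusted p = 0.00996).

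The G2/M genes fell in the sensitive NSCLC lines, and in A549, where 7 of 48 were lower and 1 higher, the list did not pass (adjusted p = 0.327). HOP62 alone does not give the fall, since without this line 17 of 48 genes were lower, 1 higher and the median was -0.15 (adjusted p = 5.39e-05 from camera, 0.378 with an estimated correlation, where it is 0.451 with all 4 lines). The difference of this list from A549 was not tested without HOP62. At 24 h the median nearest to that of A549 (-0.015) was that of H2228 (-0.16). Without the dim HOP62 2 h and A549 4 h pairs the difference from A549 kept its call with the fixed correlation (adjusted p = 1.19e-09), and with an estimated one it passed neither without these pairs (0.646) nor with them (0.684). Whether the fall at 24 h goes with the sensitivity of the lines (Emax in Table 1) stays open, since over 7 lines r was 0.27 with an exact permutation p of 0.579, rho was 0.31 (p = 0.512) and r was 0.61 without the 2 farthest lines. The position on the chip has 1 layout in all 5 NSCLC lines, so an effect alike in all lines would move A549 as well. The test of this took the p of the flagged difference itself (adjusted p = 3.05e-07 from camera over all times, 0.684 with an estimated correlation). Its outcome was thus set beforehand, and it cannot decide on the position. At 24 h A549 had -0.015 and the sensitive lines -1.31 to -0.16 (mean -0.55, SD 0.52), with 1 pair per line, so a part of the position in this difference stays open. At 4 h, where A549 had -0.27 and the sensitive lines -0.40 to -0.16, an effect of the position cannot be told apart from the treatment.

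MYC fell at 2 h in the sensitive NSCLC lines, and in the single A549 pair of this time it was higher. The dim HOP62 array does not explain this, as the highest change of the other 3 lines was -0.66 and without HOP62 the difference from A549 was 1.19 (adjusted p = 0.0109, with the spread of the 3 lines alone). Nor does the probe, as the second MYC probe had at most -0.20 in the sensitive lines and 0.38 in A549. A candidate explanation is that the early course of MYC goes with the sensitivity of the line: over the 6 lines with a 2 h pair, r with Emax was 0.88 (exact permutation p = 0.0417, 0.0833 after adjustment over the 2 relations tested), but rho was 0.70 (p = 0.139) and r was 0.41 without the 2 farthest lines, so this rests mostly on A549. With 1 resistant line at this time, any other trait of A549 stays open and was not tested.

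Core histone genes rose more in DMS114 than in NCI-H82. Different chips do not account for it, since at 24 h, where both NCI-H82 arrays share a chip, the median difference was -0.64, beside -0.76, -0.80 and -0.35 at 4, 8 and 12 h. The 23 genes with a lower untreated level in NCI-H82 had a median difference of -0.77 (upper limit of the 95% bootstrap interval -0.28). A higher untreated level there thus cannot be the cause for these genes. Some of them may lie near background in NCI-H82, where the array shows less of a rise, so an effect of the level is not excluded. A difference between 2 cell lines, in sensitivity or in any other trait, stays open, since there is 1 line of each kind.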

How the results depend on the processing

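Chosen after the data were seen were the tests that leave out pairs with a dim array, the swaps of whole lines and the test that takes centring on the median together with a spread without trend. The other choices were made before the data were examined.

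Without background correction and in the deposited log2 values the counts stayed within 1.5 times those reported for the sensitive NSCLC lines (3727 to 3730), A549 (1463 to 1465), DMS114 (2215 to 2218), NCI-H82 (3697 to 3699), the SCLC lines against each other (1132 to 1134), each single time and the slope. Arrays centred on the median gave 3686, 1289, 2384, 3442 and 1124 for the first 5. On this scale eBayes with trend estimated 50.2 prior degrees of freedom in the sensitive lines, 34.2 in DMS114, 101 for A549 against the sensitive lines and 106 between the SCLC lines (4.92, 8.87, 4.88 and 11.4 on the scale used here), so that the spread of the single gene counts for little in these 4; in A549 (10.3, 6.76 here) and NCI-H82 (15.2, 7.95 here) the change was smaller. Without the trend the centred values gave 1877 in the sensitive lines, 1044 in A549, 1470 in DMS114, 3007 in NCI-H82 and 713 between the SCLC lines.

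The 16 genes differing between A549 and the sensitive lines became 26 without background correction, 26 in the deposited values, 54 when centred on the median and 0 when centred without the trend (197 at an unadjusted p under 0.05 from limma). They became 1 among genes above background on every array, 33 over all probes, 6 without the trend alone, 6 with the untreated control and 138 with time points taken as independent. Fewer genes are tested among those above background on every array and more over all probes; the cause of the other changes was not tested.

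With the untreated array as control the count was 3046 in A549, 4925 in DMS114 and 3315 between the SCLC lines, where 1 control array is shared by all differences. Without pairing by time it was 857 in A549, 1288 in DMS114 and 1727 in NCI-H82. A spread shared by all 7 lines gave 3799 in DMS114. In the sensitive NSCLC lines 20 differences taken as independent gave 6278 and 20 treated against 20 DMSO arrays with no covariate 1292. Between the SCLC lines 542 genes passed among those above background on every array and 1743 over all probes.

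Leaving out 1 line or time, which leaves fewer differences, gave 2584 (without H3122) to 3040 (without HOP92) in the sensitive NSCLC lines, 397 (without 8 h) to 1296 (without 2 h) in A549, 839 (without 12 h) to 2642 (without 2 h) in DMS114, 2283 (without 8 h) to 3764 (without 4 h) in NCI-H82, 2 (without HOP92) to 18 (without 2 h) between A549 and the sensitive lines and 449 (without 12 h) to 1330 (without 4 h) between the SCLC lines. For single times it gave 113 (without H3122) to 525 (without HOP62) at 2 h, 1367 (without HOP62) to 2408 (without H2228) at 4 h, 1866 (without H2228) to 2651 (without HOP92) at 8 h, 1861 (without H2228) to 2481 (without HOP62) at 12 h and 630 (without HOP92) to 1127 (without HOP62) at 24 h, and for the slope 253 (without H2228) to 736 (without HOP62). The correlation of 0.793 between the sensitive NSCLC lines and A549 was 0.747 with no filter, and that of 0.645 between the SCLC lines was 0.574 with no filter, 0.612 over all probes and 0.517 at 24 h alone. Of the lists, 18 passed in the sensitive NSCLC lines, and 0 with the correlation estimated (3 at an unadjusted p under 0.05 from camera).

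Of 167 named values past the threshold, 132 kept direction and call under every alternative tried for single genes, and 1 turned: BCL2L1 in NCI-H82, 0.090 in the 24 h pair alone. Of 37 values not past the threshold 9 turned. On the median-centred scale, with or without trend, these were HMGA1 (0.070) and PKDCC (-0.011) in the sensitive NSCLC lines, SESN3 in DMS114 (-0.088) and EIF5A in NCI-H82 (-0.039). Leaving out a line turned CDH1 (-0.042 without H3122 to 0.14 without HOP62), EIF5A (-0.079 without HOP62 to 0.16 without H2228), FOXD1 (-0.16 without HOP62 to 0.18 without HOP92), HMGA1 (-0.099 without HOP92 to 0.096 without H2228), MDK (-0.098 without HOP92 to 0.10 without H2228) and PKDCC (-0.025 without H3122 to 0.078 without HOP92) in the sensitive NSCLC lines, and leaving out a time turned IL7R (-0.044 without 4 h to 0.091 without 24 h) in A549 and EIF5A (-0.052 without 4 h to 0.13 without 24 h) in NCI-H82. The cause was not tested.

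Other groupings of the arrays were counted for each test. By the units that each test takes as replicates there are too few splits for a share under 0.05: the sensitive NSCLC lines with treated and DMSO arrays swapped by whole line (3921 genes, highest other 0) with 8 splits, A549 (1466 genes, highest other 0) and DMS114 (2241 genes, highest other 0) with 16 splits, and NCI-H82 (3721 genes, highest other 0), the SCLC lines against each other (1073 genes, highest other 0), 2 h (654 genes, highest other 0), 4 h (2732 genes, highest other 0), 8 h (3199 genes, highest other 0), 12 h (3170 genes, highest other 0), 24 h (1652 genes, highest other 0) and the slope (916 genes, highest other 0) with 8. In the sensitive NSCLC lines 100 swaps of single pairs (3921 genes, highest other 553) would allow such a share, but they treat the times of a line as independent and so do not exclude chance between lines. Of the 5 NSCLC lines taken as the lone line, 2, A549 itself and H3122, gave at least as many genes as A549 (16 genes, highest other 22).

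The offset of 50 planned as an alternative is the value scale used here, so it gave no other value, and the 24 h pair alone allows no test and thus no count. Depth, taken as signal over background, limits which genes can be tested and the size of changes near background. Without the dim HOP62 2 h pair 3590 genes changed in the sensitive lines, and without it and the dim A549 4 h pair 18 differed between A549 and these lines.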

Differences from the paper's values

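The test on the median-centred scale without trend was chosen after the result was seen, and no other test in this part. The paper's supplementary tables of these arrays were held only in part, with 1998 log2 changes for the sensitive NSCLC lines and 1999 for each other line, all below 0, so only falls could be compared. Over the probes tested here, the values correlated with the paper's at r = 0.971 in the sensitive NSCLC lines (1447 probes), 0.977 in A549 (1378), 0.958 in DMS114 (1449) and 0.978 in NCI-H82 (1346), all in the same direction. The paper's changes were smaller, at 0.832 to 0.863 times those here in the median, and on the deposited log2 values, which have no background correction, the median ratio was 0.931 to 0.934 and r from 0.992 to 0.996.

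Of 77 named values, 6 differed from the paper's by more than the SD over lines or times: CCDC9B in the sensitive NSCLC lines -1.30, the paper's -1.10; MLKL in the sensitive NSCLC lines -1.11, the paper's -0.87; VEGFC in the sensitive NSCLC lines -0.93, the paper's -0.78; HOXC8 in NCI-H82 -1.93, the paper's -1.60; PALMD in NCI-H82 -2.22, the paper's -2.00; and PDGFC in NCI-H82 -0.77, the paper's -0.58. Of the alternatives set before the data were examined, the 2 without background correction (quantile normalization alone and the deposited log2 values) bring CCDC9B, MLKL, VEGFC, PALMD and PDGFC within that distance, and so do leaving out HOP62 or H3122 for MLKL, H3122 for VEGFC, and 4 h or all times but 24 h for PALMD. HOXC8 still differed under every alternative. For the 5 others, centring on the median, the remaining omissions of 1 line or time and, for the sensitive lines, taking 20 differences as independent did not bring the value within that distance, nor did the 24 h pair alone for PDGFC.

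The paper names JUND and BAMBI among the genes that went down in NSCLC, and here both rose in the sensitive lines, by 0.50 and 0.99; in its discussion the paper has BAMBI as going up. The paper has STAT3 as going up in NSCLC, where the value here, 0.29, did not pass (adjusted p = 0.0515) but did without H2228, with 20 differences taken as independent and on the median-centred scale with trend, where the spread of the single gene counts for little, as did 2 other STAT3 probes; and EIF5A as going down in SCLC, where neither line passed (-0.18 in DMS114, 0.01 in NCI-H82), and DMS114 did without 4 h. CCL2, which the paper has as down in NSCLC, passed in A549 and did not in the sensitive lines (-1.13, adjusted p = 0.0849), where it did with 20 differences taken as independent, on the median-centred scale with trend and without H3122. HMGA1, which is a reading of the symbol HMG1A that the paper names as down, had -0.02 (adjusted p = 0.865) and passed under no setting. Of the genes named for SCLC, FGFR3 (0.43) and SESN3 (0.24) did not pass in DMS114, save FGFR3 on the median-centred scale with trend and SESN3 without 2 h, and in NCI-H82 AURKA (-0.19) passed only without 12 h, on the median-centred scale with trend or with a second probe, CDKN1C (0.22, from a level at background) only without 4 h, and MUC1 (-0.24) only when centred without trend. The paper describes CDKN1A and IL7R as less affected in resistant NSCLC cells, FOXD1 and EIF5A as up only there, and CDH1, MDK, PKDCC and JAG1 as further down there; none of these differences passed a test of A549 against the sensitive lines over all times. On the median-centred scale with trend IL7R, FOXD1, CDH1 and JAG1 did, as did MYC, and with differences taken as independent FOXD1, CDH1, JAG1, PKDCC and MYC did. The paper has NFKB and MYD88 genes as going down in SCLC, by enrichment of gene sets from published collections that were not at hand here. The lists used here were written from general knowledge and tested in another way, and neither passed in either line. This is thus not a like comparison. By qPCR and Western blot the paper has MYC as going down only in DMS114 among its SCLC lines. On the arrays MYC did not pass in DMS114 (-0.31, adjusted p = 0.0865 from limma), but did without 4 h. In NCI-H82 it passed (-0.32, adjusted p = 0.0059 from limma) with 1 of 2 probes.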

Other observations

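The comparison of DMSO with untreated cells was chosen after the data were seen, and the other tests of this part before.

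Further gene lists gave these values in the sensitive NSCLC lines, each tested by camera. Immediate early genes: 16 higher and 5 lower of 36 (median 0.18, adjusted p = 0.00685, adjusted p = 0.378 with an estimated correlation). Lysosomal genes: 13 higher and 1 lower of 40 (median 0.14, adjusted p = 2.76e-05, adjusted p = 0.214 with an estimated correlation). Cholesterol and fatty acid synthesis genes: 8 higher and 1 lower of 30 (median 0.08, adjusted p = 0.00949, adjusted p = 0.398 with an estimated correlation). Genes of the amino acid and ER stress response: 11 higher and 4 lower of 33 (median 0.09, adjusted p = 0.0249, adjusted p = 0.329 with an estimated correlation); without H2228 the adjusted p was 0.0916. Neuroendocrine and neural lineage genes: 5 higher and none lower of 25 (median 0.05, adjusted p = 0.0376, adjusted p = 0.451 with an estimated correlation); the adjusted p was 0.115 without HOP92 and 0.0916 without H2228. HOX genes: 1 higher and 8 lower of 21 (median -0.15, adjusted p = 0.00589, adjusted p = 0.451 with an estimated correlation). Mesenchymal and extracellular matrix genes: 4 higher and 9 lower of 45 (median -0.07, adjusted p = 0.0829, adjusted p = 0.354 with an estimated correlation); without H3122 the adjusted p was 0.047. RB and MYC family genes: 3 higher and 3 lower of 14 (median -0.01, adjusted p = 0.934, adjusted p = 0.938 with an estimated correlation).

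Epithelial junction and keratin genes had 1 higher and 4 lower of 37 (median -0.04, adjusted p = 0.279, adjusted p = 0.451 with an estimated correlation). Cytosolic ribosomal protein genes had 4 higher and 2 lower of 42 (median -0.01, adjusted p = 0.94, adjusted p = 0.938 with an estimated correlation) and oxidative phosphorylation genes 2 higher and 3 lower of 39 (median 0.01, adjusted p = 0.993, adjusted p = 0.991 with an estimated correlation). Of the markers of other cells, haematopoietic ones had none higher and none lower of 8 (median -0.03, adjusted p = 0.828, adjusted p = 0.917 with an estimated correlation) and endothelial ones none higher and 2 lower of 4 (median -0.21, adjusted p = 0.348, adjusted p = 0.492 with an estimated correlation). The 14 BET-responsive genes whose basal levels the paper measured had 8 higher and 3 lower of 12 (median 0.69, adjusted p = 0.0041, adjusted p = 0.329 with an estimated correlation) and its stem cell markers 1 higher and 1 lower of 7 (median -0.08, adjusted p = 0.57, adjusted p = 0.644 with an estimated correlation). HOX genes also fell in A549 (median -0.25, adjusted p = 7.98e-04 from camera, adjusted p = 0.178 with an estimated correlation), DMS114 (-0.37, adjusted p = 1.05e-06 from camera, adjusted p = 0.211 with an estimated correlation) and NCI-H82 (-0.10, adjusted p = 0.0161 from camera, adjusted p = 0.314 with an estimated correlation).

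With DMSO alone, genes of G2/M were lower at 24 h than in untreated cells at 0 h in the sensitive NSCLC lines (median -0.28 by camera, adjusted p = 8.90e-15, adjusted p = 0.638 with an estimated correlation), as were MYC targets (-0.19, adjusted p = 1.17e-08, adjusted p = 0.8 with an estimated correlation), while interferon response genes (0.20, adjusted p = 5.45e-09, adjusted p = 0.723 with an estimated correlation) and core histone genes (0.12, adjusted p = 3.64e-05, adjusted p = 0.723 with an estimated correlation) were higher. No single member of these lists passed with limma.

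None of 26 relations of the BET-responsive genes with Emax over the 7 lines passed adjustment, for the untreated level or the 24 h change (3 at an unadjusted exact permutation p under 0.05). The lowest p was that of the 24 h change of BRD2 (r = -0.85, exact permutation p = 0.0171, adjusted p = 0.268, rho = -0.90, and r = -0.49 without the 2 farthest lines).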
